# Temporally distinct transcriptional regulation of myocyte dedifferentiation and Myofiber growth during muscle regeneration

**DOI:** 10.1186/s12864-017-4236-y

**Published:** 2017-11-09

**Authors:** Ke’ale W. Louie, Alfonso Saera-Vila, Phillip E. Kish, Justin A. Colacino, Alon Kahana

**Keywords:** Transcriptome, RNA-sequencing, Cell reprogramming, Zebrafish, Stem cell, Polycomb, Fibronectin, Chromatin, Epigenetic

## Abstract

**Background:**

Tissue regeneration requires a series of steps, beginning with generation of the necessary cell mass, followed by cell migration into damaged area, and ending with differentiation and integration with surrounding tissues. Temporal regulation of these steps lies at the heart of the regenerative process, yet its basis is not well understood. The ability of zebrafish to dedifferentiate mature “post-mitotic” myocytes into proliferating myoblasts that in turn regenerate lost muscle tissue provides an opportunity to probe the molecular mechanisms of regeneration.

**Results:**

Following subtotal excision of adult zebrafish lateral rectus muscle, dedifferentiating residual myocytes were collected at two time points prior to cell cycle reentry and compared to uninjured muscles using RNA-seq. Functional annotation (GAGE or K-means clustering followed by GO enrichment) revealed a coordinated response encompassing epigenetic regulation of transcription, RNA processing, and DNA replication and repair, along with protein degradation and translation that would rewire the cellular proteome and metabolome. Selected candidate genes were phenotypically validated in vivo by morpholino knockdown. Rapidly induced gene products, such as the Polycomb group factors Ezh2 and Suz12a, were necessary for both efficient dedifferentiation (i.e. cell reprogramming leading to cell cycle reentry) and complete anatomic regeneration. In contrast, the late activated gene fibronectin was important for efficient anatomic muscle regeneration but not for the early step of myocyte cell cycle reentry.

**Conclusions:**

Reprogramming of a “post-mitotic” myocyte into a dedifferentiated myoblast requires a complex coordinated effort that reshapes the cellular proteome and rewires metabolic pathways mediated by heritable yet nuanced epigenetic alterations and molecular switches, including transcription factors and non-coding RNAs. Our studies show that temporal regulation of gene expression is programmatically linked to distinct steps in the regeneration process, with immediate early expression driving dedifferentiation and reprogramming, and later expression facilitating anatomical regeneration.

**Electronic supplementary material:**

The online version of this article (10.1186/s12864-017-4236-y) contains supplementary material, which is available to authorized users.

## Background

The goal of regenerative medicine is to replace lost tissue with fully functional regenerated tissue following trauma or disease. Given their highly-specialized structure and function, skeletal muscles are particularly prone to tissue loss following disease or injury, with devastating effects on function and quality of life [1, 2]. Although humans do not have extensive muscle regeneration capabilities that persist beyond the embryonic stage, tissue regeneration is observed in other vertebrate lineages and has been well studied in both amphibian and piscine models [3–5].

Regeneration of lost muscle requires the generation of an adequate number of myocytes to match the lost tissue and provide replacement function. Accumulation of such a regenerative cell mass can occur via proliferative expansion of resident tissue stem cells (i.e. satellite cells; [6, 7]), recruitment of cells from outside the damaged tissue area, or dedifferentiation of residual cells into progenitor cells capable of robust proliferation and redifferentiation [8, 9]. Blastema formation is observed in both urodele amphibian leg regeneration models and fish fin regeneration models [10, 11] and appears to utilize all three regenerative pathways [3]. On the other hand, regeneration of zebrafish retina, bone, cartilage, heart, liver, and extraocular muscles (EOMs) primarily utilizes dedifferentiation of residual cells [8, 9, 12–15]. The ability to reprogram “post-mitotic” cells into dedifferentiated proliferating progenitor cells represents a particularly potent approach for adult tissue regeneration and an alternative or complementary method to stem cell-based techniques [16].

Zebrafish EOMs regenerate rapidly following tissue loss, with myocyte dedifferentiation leading to myoblast proliferation by 20–24 h post injury (hpi), and anatomic muscle regeneration followed by functional recovery within 8–10 days post injury (dpi) [8]. In order to understand the biological events that lead to reprogramming of a highly-specialized cell such as a “post-mitotic” multinucleated syncytial myocyte, we focused on temporally altered transcriptional events that occur at time points (9 and 18 hpi) ending just prior to cell cycle reentry by dedifferentiated myoblasts, which is observed at 20–24 hpi [8]. Aided by the relatively homogenous population of dedifferentiating cells within the remaining muscle and utilizing these pre-proliferative time points, we performed a comprehensive transcriptome analysis. We were particularly interested in the broad, network-like interactions expected to occur within the dynamic biological landscape of reprogramming cells [8, 17, 18].

We report that following a partial myectomy, genes encoding muscle differentiation and morphogenic programs are downregulated over time. At the same time, cellular metabolism is rewired to accommodate the new needs, while new protein synthesis, along with lysosomal and ubiquitin ligated proteolysis, is upregulated to reshape the cellular proteome. Programs related to DNA replication, repair, and chromosome condensation are similarly upregulated and prepare the cell to reenter the cell cycle. The rapid activation of epigenetic regulators of transcription likely reflects the genomic regulatory changes driving myocyte dedifferentiation. Based on this functional analysis, we formulated and tested the hypothesis that early-activated genes would be important for the early events of myocyte cellular reprogramming and dedifferentiation, while late-activated genes would regulate the later anatomic regeneration of the muscle but would not affect the initial reprogramming events. The results of our in vivo experiments reveal that myocyte dedifferentiation appears to depend on transcriptional and epigenetic regulation, with key roles for early-activated genes such as the Polycomb group factors *ezh2* and *suz12a*. On the other hand, late-activated genes, such as *fn1* (encoding fibronectin - an extracellular matrix protein involved in cell migration), are not required for cell reprogramming yet are necessary for tissue growth/elongation. These separate processes, and their distinct regulatory networks, provide critical insights into the regenerative process and could provide differential targets for harnessing de novo tissue regeneration therapeutically.

## Results

### Differentially expressed genes during early muscle regeneration

Adult zebrafish EOMs can regenerate de novo using residual myocytes that reprogram into dedifferentiated myoblasts capable of proliferation. Starting with “post-mitotic” myocytes, the entire reprogramming process takes just under 20 h, at which time myonuclear proliferation can be detected [8]. To characterize the reprogramming process at the transcriptional level, we chose to focus on two time points – 9 and 18 hpi – that occur prior to cell cycle reentry by dedifferentiated myoblasts. 

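The lateral rectus is the extraocular muscle that turns the eye outward. The data comprised 4 libraries from uninjured LR muscle (CON), 5 from LR muscle at 9 hpi (H9) and 5 at 18 hpi (H18). Each library was made from pooled LR tissue cut from frozen sections by laser microdissection. The authors aligned the reads to the GRCz10 assembly with TopHat and Bowtie and quantified annotated features with CuffDiff, with correction for reads that map to several places, compatible-hits normalization and upper-quartile normalization. The values used here are the FPKM that CuffDiff gave for each of the 3 groups, and the q-value and status it gave each feature in each of the 3 pairwise comparisons. CuffDiff combined the libraries of a group into 1 value, so no SD or n is attached to any group FPKM and no library could be left out. Read counts per library were not used here. The spread between libraries enters only through the q-values in the authors' deposited table. Fold changes computed from the group FPKM are given as log2 of FPKM plus 0.1, which understates the change of features with low FPKM. For lists of genes, the median log2 fold change was set against the medians of 10000 random lists of as many genes matched on mean FPKM, over the 13414 genes with a mean of at least 1 FPKM across the 3 groups. Such a percentile describes these 3 group values and is not a test across replicates.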

RNA was isolated from uninjured lateral rectus (LR) muscles (CON) and injured LR muscles at 9 (H9) and 18 (H18) hpi (Additional file 1: Figure S18), followed by ribosomal RNA depletion and reverse transcription to prepare a cDNA library for deep sequencing utilizing an Illumina Hi-Seq platform. Four replicates were used for CON and five replicates were used for both H9 and H18; biological replicates consisted of pooled LR tissue from 15 to 20 zebrafish (sample read counts are shown in Additional file 2: Table S1). Mapping against the zebrafish reference genome sequence revealed alignment to 31,014 unique features.

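The comparison tables held 31014 features, of which 51 carried no gene symbol. CuffDiff tested 20628 of them in CON vs. H9, 20343 in CON vs. H18 and 20410 in H9 vs. H18. An FPKM of exactly 0 was listed for 5699 features in CON, 4541 in H9 and 6502 in H18. For 12 features, the FPKM of a group was not the same in each of the comparison tables that gave it. A few features took most of the summed FPKM: the 3 with the highest mean over the groups together made up 77.7% in CON, 76.4% in H9 and 82.9% in H18. One of them, LOC101885394, alone accounted for 44.0% of the summed FPKM in CON, 48.1% in H9 and 62.2% in H18.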

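A feature was counted as a DEG when its status in the authors' deposited table was OK, its q-value was under 0.05 and its fold change was at least 1.5 in either direction. Recomputed with these thresholds, the calls differed from the authors' own mark for 0 features in each comparison. With no fold change threshold, 6601 features were called in at least 1 comparison. A q-value under 0.01 lowered this number most, to 4619. Without features for which a group being compared was listed at 0, the number was 6050.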

A total of 6596 unique differentially expressed genes (DEG) were identified among CON, H9, and H18 samples. 

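The CON vs. H9 comparison had 2555 features higher in H9 and 2162 lower, so that 45.8% of the called features were lower. In CON vs. H18, 2201 were higher in H18 and 2534 lower (53.5% lower). Between H9 and H18, 627 were higher in H18 and 1296 lower (67.4% lower). Among the called features, 229, 312 and 237 in these 3 comparisons had a group listed at 0 FPKM, and 184, 196 and 203 stayed under 1 FPKM in both groups. The median log2 fold change over all 13414 genes was 0.09 in CON vs. H9, -0.01 in CON vs. H18 and -0.15 in H9 vs. H18. Requiring a q-value under 0.01 lowered the count in H9 vs. H18 to 986 features.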

There were more DEGs in CON vs. H9 and CON vs. H18 comparisons (4717 and 4735 genes, respectively) than in H9 vs. H18 comparisons (1923 genes) (Fig. 1a). A heat map of all DEG revealed the occurrence of multiple gene subsets with distinct expression patterns (Fig. 1b). 

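Of the features called in CON vs. H9, 3331 (70.6%) were also called in CON vs. H18. The direction was the same for 3316 of them and opposite for 15. Another 445 features were called in both CON vs. H9 and H9 vs. H18 only, and 465 in both CON vs. H18 and H9 vs. H18 only. The features called in a single comparison numbered 941 in CON vs. H9, 939 in CON vs. H18 and 475 in H9 vs. H18. Both injured groups were compared with the same CON libraries, so the 2 comparisons are not independent. In a simulation, 200000 unchanged genes of equal spread had a shared control. The cutoffs were set so that each comparison called the share of genes called in the data. Of the genes called in the first comparison, 38.5% were also called in the second, and 1.23% in all 3. The latter share was 11.4% in the data. Part of the 38.5% comes from the imposed share of calls, so it is not the overlap expected at the q-value threshold without any effect. The correlation of the 2 log2 fold changes across genes, which are not independent replicates, was 0.55 in the simulation and 0.81 over the 18458 genes observed.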

538 DEGs were common to all three comparisons and the highest overlap occurred between CON vs. H9 and CON vs. H18 comparisons (2793 genes) (Fig. 1c). Gene names, fold changes, and FDR values for all DEGs are included in Additional file 3: Table S2.

**Fig. 1:**
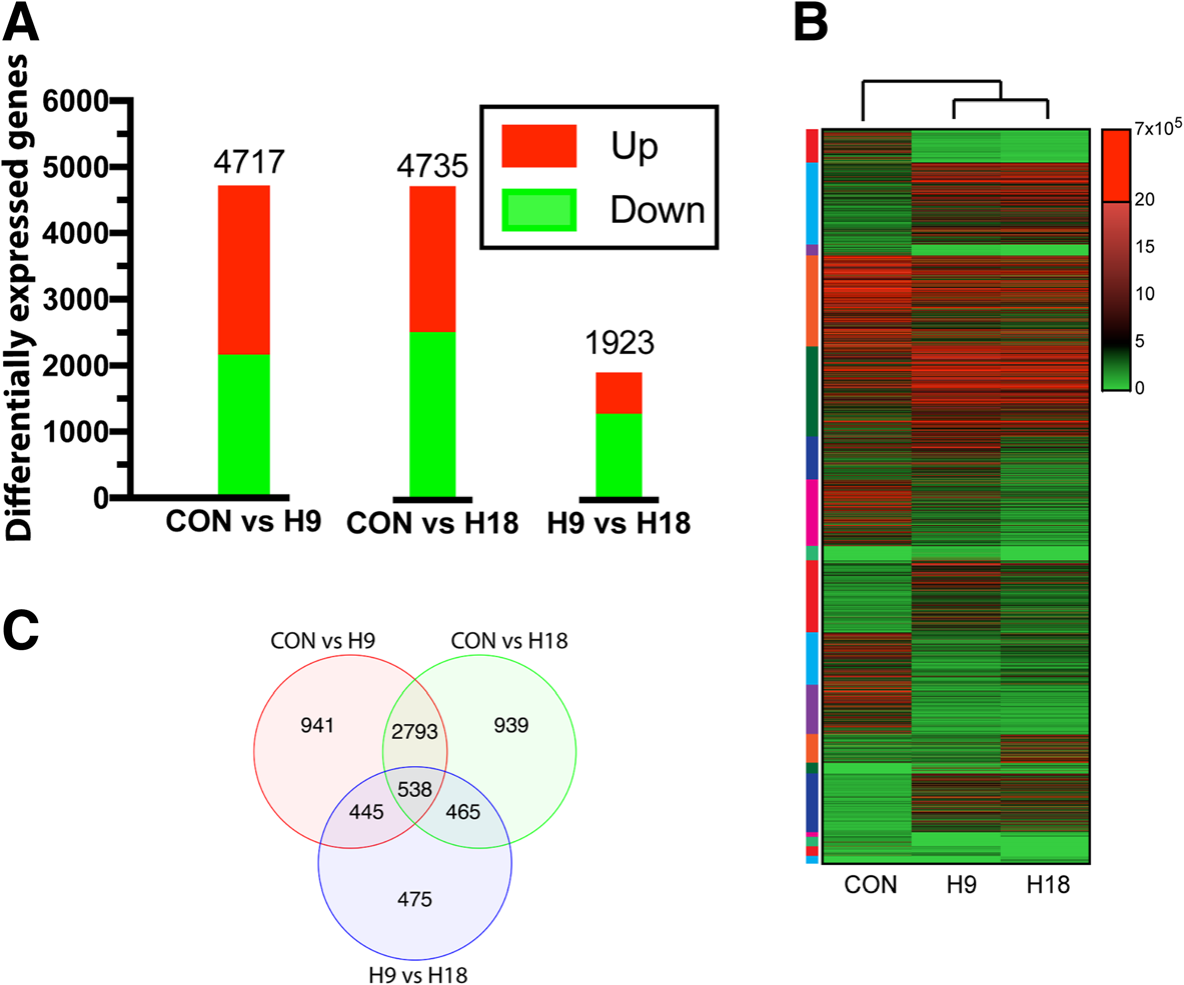
Differential gene expression during muscle regeneration. **a** Distribution of DEG of the three pair-wise comparisons. **b** Heat map of DEG. Sample names are listed below the heat maps and the expression-based hierarchical clustering separating CON from H9 and H18 samples is shown above it. Color scale (right) indicates gene expression (FPKM). FPKM <5 is shown in green and indicates low transcript abundance. FPKM >5 is shown in red and indicates high transcript abundance. DEG are ordered according to numeric clusters from Fig. 4, represented as a color bar on the left side (color code is shown in Fig. 4 over each cluster plot), listed in Additional file 3: Table S2, and Additional file 26: Figure S14 shows an enlarged heat map with the genes symbols on the left. **c** Venn diagram showing overlap of DEG between CON, H9, and H18 sample comparisons.

### Functional classification of differentially expressed genes (DEG)

Comparisons between CON, H9, and H18 samples revealed that the majority of significantly perturbed KEGG pathways were downregulated (Fig. 2a-e; Additional file 4: Table S3). 

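KEGG membership was not used here. In its place, 13 lists of gene symbols that stand for the processes the paper discusses were written before the data were examined. Because the processes were taken from the paper, the number of lists on each side does not estimate how many pathways fell. In CON vs. H9, 5 lists had a median log2 fold change below the range of their random lists, 4 lay above it and 4 inside it. In CON vs. H18, 6 lay below, 6 above and 1 inside. For H9 vs. H18, 4 lay below, 4 above and 5 inside. The range leaves out the lowest and the highest 2.5% of the random medians. The ribosome biogenesis list rose most in CON vs. H9, with a median of 2.01 over 99 genes. Among the settings tried for these lists, a mean of at least 5 FPKM moved a median furthest, that of calcium signaling in CON vs. H18, which was -1.59 over the 41 genes left.

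**Figure D1:**
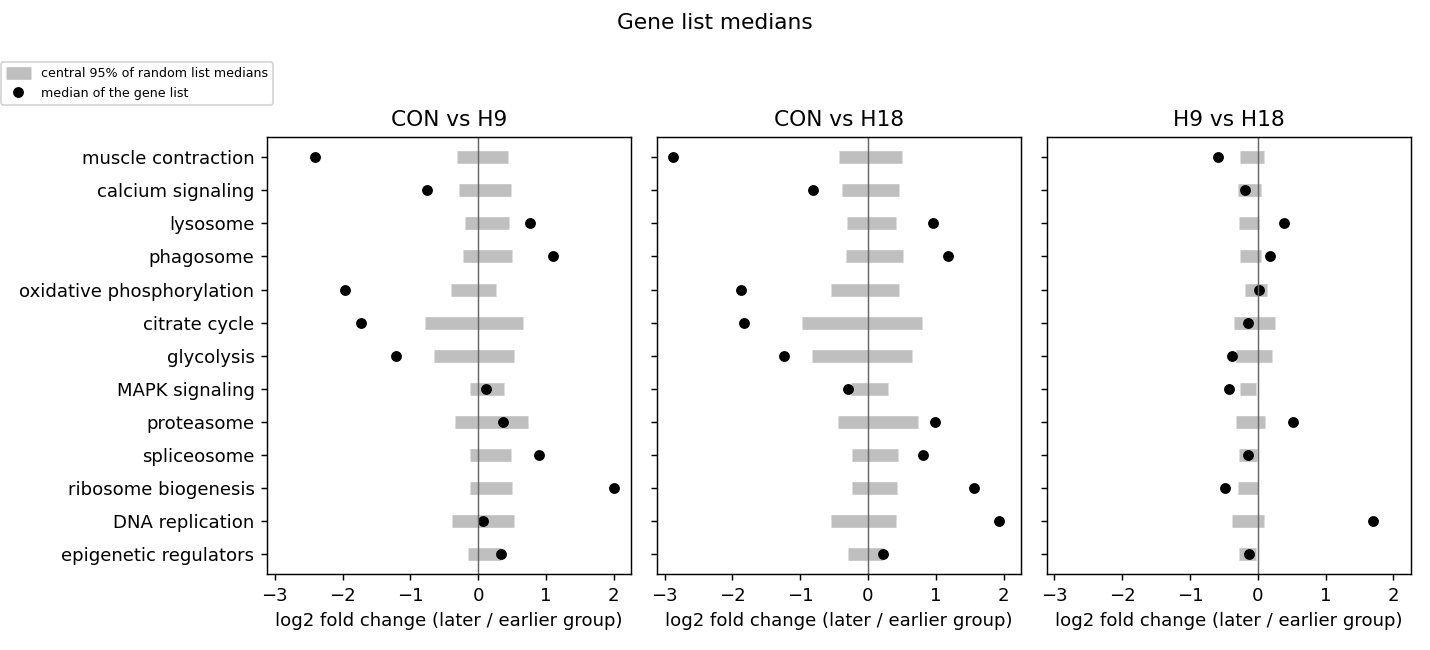
Median log2 fold change (x axis, later over earlier group, log2 of FPKM plus 0.1) of 13 gene lists (y axis) in CON vs. H9, CON vs. H18 and H9 vs. H18. Each point is the median of a list and each grey bar leaves out the lowest and the highest 2.5% of the medians of 10000 random lists matched on mean FPKM; muscle contraction lies furthest to the left and ribosome biogenesis furthest to the right in CON vs. H9, at 2.01.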

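The muscle contraction list, which holds sarcomeric myosins, actins, troponins and related genes, had 86 genes with a mean of at least 1 FPKM. Their median log2 fold change was -2.40 in CON vs. H9 and -2.87 in CON vs. H18, lower than the medians of all 10000 random lists in both comparisons. In CON vs. H9, 63 of the 86 genes were called lower and 3 higher by the thresholds applied to the authors' deposited table. In CON vs. H18, 65 were called lower and 1 higher. Between H9 and H18, the median was -0.58, which also lay below all random lists, with 32 genes called lower and 3 higher. Most of the fall was therefore present at 9 hpi.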

About half of these downregulated pathways (5 of 11) were perturbed in CON vs. H9 and CON vs. H18 comparisons but not in the H9 vs. H18 comparison, thus indicating a rapid and sustained change starting at 9 hpi (Additional file 4: Table S3); see cardiac muscle contraction pathway (dre04260) for example (Fig. 2f; Additional file 5: Figure S1A-C, Additional file 6: Figure S2). 

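Calcium signaling genes, represented by 74 genes of a list of channels, pumps, receptors and calcium-binding proteins, had a median log2 fold change of -0.75 in CON vs. H9 and -0.82 in CON vs. H18. Both medians were lower than those of all 10000 random lists. In each of these comparisons, 33 genes were called lower and 9 higher. Between H9 and H18, the median was -0.18, at percentile 24.7 of the random lists and inside their range of -0.30 to 0.05. In that comparison, 9 genes were called lower against 3 higher. The list shares genes with the muscle contraction list, such as atp2a1, ryr1a, casq1a and tnnc2. Its fall is therefore not separate from that of the muscle contraction list, and medians without the shared genes were not computed.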

Almost all other downregulated pathways (4 of 11) were perturbed in each comparison (Additional file 4: Table S3) indicating a gradual change over time; see calcium signaling pathway (dre04020) for example (Additional file 7: Figure S3). On the other hand, upregulation of the phagosome pathway (dre04145) was common to all three comparisons (Table S3) while the lysosome pathway (dre04142) was upregulated in only CON vs. H18 and H9 vs. H18 comparisons (Fig. 2g; Additional file 5: Figure S1D-F, Additional file 8: Figure S4).

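The phagosome list (97 genes) had a median log2 fold change of 1.11 in CON vs. H9, 1.18 in CON vs. H18 and 0.18 in H9 vs. H18. The first 2 medians exceeded all random lists, and the last exceeded 99.98% of them. Of its genes, 55 were called higher and 10 lower in CON vs. H9, 53 higher and 13 lower in CON vs. H18, and 14 higher and 9 lower in H9 vs. H18, where the share called was at percentile 76.9 of the random lists. The list shares 11 genes with a list of leukocyte markers; the 86 genes left without them had medians of 1.04, 0.97 and 0.23. The leukocyte markers themselves had a median of 2.198 in CON vs. H9. For the lysosome list (101 genes), 37 genes were called higher and 5 lower in CON vs. H9, 47 higher and 7 lower in CON vs. H18, and 25 higher and 3 lower in H9 vs. H18. Its share of called genes was at percentile 49.0 of the random lists in CON vs. H9, at percentile 99.4 in CON vs. H18 and at percentile 99.9 in H9 vs. H18.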

**Fig. 2:**
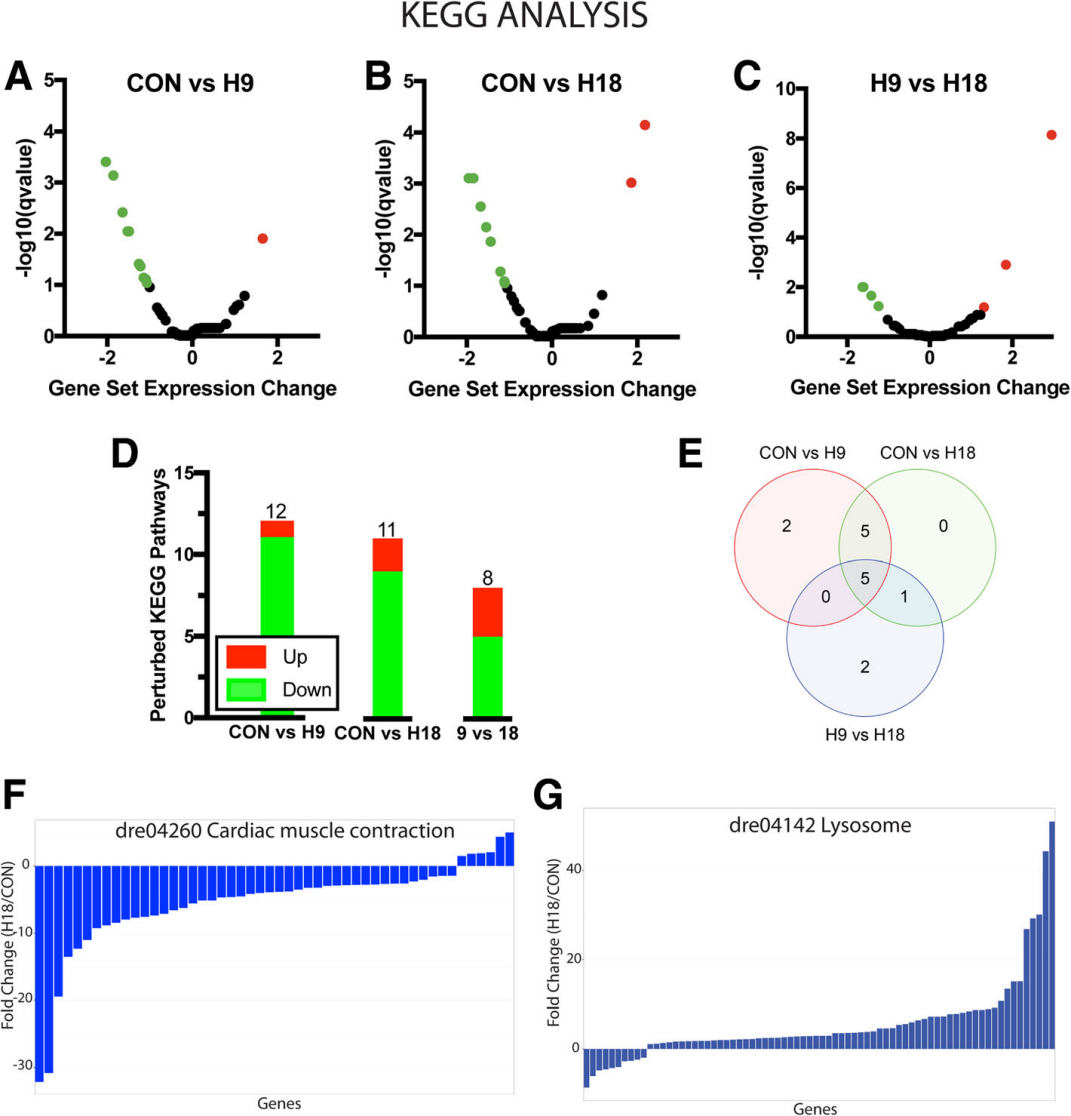
KEGG pathway classification of differentially expressed genes. Volcano plots of KEGG pathways in CON vs H9 (**a**), CON vs H18 (**b**), and H9 vs. H18 (**c**) comparisons. Gene set expression change (x-axis) of DEG within a KEGG pathway is a normalized enrichment score based on comparisons between different time points and relative to the entire DEG gene set. Significantly downregulated pathways are shown in green and significantly upregulated pathways are shown in red. **d** Distribution of significantly perturbed KEGG pathways in the three pair-wise comparisons. Significantly downregulated terms are shown in green. Significantly upregulated terms are shown in red. Cutoff for significance was q < 0.1 according to default values and parameters of the R package “gage” v2.22.0. **e** Venn diagram showing overlap of perturbed KEGG terms between CON, H9, and H18 sample comparisons. Cutoff for significance was q < 0.1 according to default values and parameters of the R package “gage” v2.22.0. Fold change (H18/CON) of the DEG of the dre04260 Cardiac muscle contraction (**f**) and dre04142 Lysosome (**g**) KEGG pathways

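The median log2 fold change of the lysosome genes was 0.77 in CON vs. H9, 0.96 in CON vs. H18 and 0.38 in H9 vs. H18. All 3 medians lay above those of all 10000 random lists, whose range in H9 vs. H18 was -0.28 to 0.01. Between H9 and H18, 72 of the 101 genes were higher in H18. None of these genes is on the list of leukocyte markers. The leukocyte markers, 25 of 44 of which were higher in H18 than in H9, had a median of 0.04 in the same comparison.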

The magnitude of lysosome pathway (dre04142) upregulation between H9 and H18 was the largest of all comparisons suggesting a critical role during muscle remodeling at 18 hpi. The downregulation of the pathways for pyruvate metabolism (dre00620; Additional file 9: Figure S5), oxidative phosphorylation (dre00190; Additional file 10: Figure S6), citrate cycle (TCA cycle) (dre00020; Additional file 11: Figure S7), 2-oxocarboxylic acid metabolism (mainly TCA cycle components; dre01210; Additional file 12: Figure S8), glycolysis/gluconeogenesis (dre00010; Additional file 13: Figure S9), and carbon metabolism (dre01200; Additional file 14: Figure S10) suggests a reduction in the mitochondrial oxidative capacity of reprogramming cells. 

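Oxidative phosphorylation genes (98 genes) had a median log2 fold change of -1.97 in CON vs. H9 and -1.87 in CON vs. H18, below all random lists, with 79 and 77 genes called lower and 0 and 2 called higher. From H9 to H18, their median was 0.02, and 5.10% of them were called. The citrate cycle list (28 genes) had medians of -1.73 and -1.83 against CON, and 22 genes were called lower and 4 higher in each of these comparisons. The 4 genes with a higher FPKM in H9 than in CON were aco1, ogdhb, suclg2 and idh1, which were named after their values were seen. The glycolysis list (38 genes) had medians of -1.22 in CON vs. H9 and -1.24 in CON vs. H18, with 17 and 20 genes called lower and 11 and 10 called higher. Between H9 and H18, its median was -0.38, at percentile 0.99; without the filter on mean FPKM, it was -0.23 and inside the range of random lists.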

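The MAPK signaling list held 155 genes with a mean of at least 1 FPKM. Its median log2 fold change was 0.12 in CON vs. H9, at percentile 49.8 of the random lists, where 34 genes were called higher and 23 lower. It was -0.29 in CON vs. H18, at percentile 1.54, with 16 genes called higher and 38 lower. At a mean of at least 5 FPKM, the median in CON vs. H18 was -0.39 over 62 genes and inside the random range. The median in H9 vs. H18 was -0.42, lower than those of all 10000 random lists, with 34 genes called lower and 3 higher.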

Interestingly, genes of the MAPK signaling pathway (dre04010; Additional file 15: Figure S11) showed a very dynamic expression pattern (Additional file 16: Figure S12) that was only significantly downregulated between H9 and H18 (Additional file 4: Table S3). This would indicate a change in the cellular MAPK configuration during reprogramming and expands on our characterization of the Erk pathway in EOM regeneration [19].

Comparisons between CON, H9, and H18 samples revealed that, like KEGG pathways, the majority of significantly perturbed GO terms were downregulated (Fig. 3a-i; Additional file 17: Figure S13A, B; Additional file 18: Table S4). Consequently, there was a general expression decrease of genes included in these GO terms (Fig. 3k-l). 

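The authors' tables annotate GO terms only on called features, 4951 of them, and give direct annotations without the parent terms, so the counts are not those of the GAGE analysis. Among the 485 terms with at least 10 annotated genes, 149 had more genes called lower than higher in CON vs. H9 and 309 had more called higher. In CON vs. H18, 245 terms had more genes called lower and 221 more called higher. For H9 vs. H18, 340 had more called lower and 81 more called higher. Terms share genes, so these counts are not independent.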

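Over the annotated genes themselves, 1645 were called lower and 2033 higher in CON vs. H9. In CON vs. H18, 1919 were called lower and 1752 higher. Between H9 and H18, 923 were called lower and 437 higher.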

GO terms downregulated in all three comparisons (representing a gradual downregulation) and in CON vs. H18 and H9 vs. H18 (representing a late decrease in gene expression levels) were related to similar categories including muscle development, differentiation and function [muscle fiber development (GO:0048747), muscle cell differentiation (GO:0042692, Additional file 17: Figure S13C), z disc (GO:0030018), and striated muscle contraction (GO:0006941)]; nucleic acid metabolism [nucleoside metabolic process (GO:0009116), pyridine nucleotide metabolic process (GO:0019362), and purine nucleotide metabolic process (GO:0006163)]; energy metabolism [oxidation-reduction process (GO:0055114), tricarboxylic acid cycle (GO:0006099), proton-transporting ATP synthase complex (GO:0045259), mitochondrial inner membrane (GO:0005743), and carbohydrate catabolic process (GO:0016052, Additional file 17: Figure S13D)]; and calcium related processes [cellular calcium ion homeostasis (GO:0006874), calcium ion binding (GO:0005509), and calcium ion transport (GO:0006816)]. 

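Of the terms named as downregulated, 8 had at least 5 directly annotated genes and could be set against random lists drawn from the 4951 annotated genes. The median log2 fold change lay below the random range for 5 of the 8 in CON vs. H9 and for 5 in CON vs. H18, and for 0 in H9 vs. H18. In H9 vs. H18 all 8 medians were below 0 and each term had more genes called lower than higher, as did the annotated genes as a whole. The oxidation-reduction process had 198 genes, with a median of -1.14 in CON vs. H9, -1.06 in CON vs. H18 and -0.09 in H9 vs. H18, where it lay above the random range (percentile 98.0). The 60 genes of the mitochondrial inner membrane had medians of -1.83, -1.71 and -0.22. Calcium ion binding (172 genes) had medians of -0.94, -1.14 and -0.25, and calcium ion transport (21 genes) had -1.70, -1.92 and -0.16. The Z disc, with 17 genes, had a median of -1.19 in CON vs. H18, at percentile 9.73 of the random lists, with 11 genes called lower and 4 higher. Muscle fiber development had 7 genes, whose median in CON vs. H18 was -0.93, at percentile 25.9.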

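Ubiquitin-dependent protein catabolic process had 35 directly annotated genes among the called features, of which 21 were called higher and 6 lower in CON vs. H9, and 21 higher and 8 lower in CON vs. H18. Their median log2 fold change was 0.90 in CON vs. H9, at percentile 78.1 of random lists of annotated genes, and 0.89 in CON vs. H18, at percentile 88.8. Among gene symbols, the proteasome list (53 genes) had a median of 0.37 in CON vs. H9, inside the random range, and rose above it in CON vs. H18 (0.98) and in H9 vs. H18 (0.52).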

Interestingly, genes of GO terms related to catabolic functions were mainly upregulated at the expression level (Fig. 3j–l). Specifically, GO term upregulation was only observed in CON vs. H18 and H9 vs. H18 comparisons and consisted primarily of catabolic functions such as cysteine-type peptidase activity (GO:0008234), lysosome (GO:0005764, Additional file 17: Figure S13E), and cellular protein catabolic process (GO:0044257). 

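The 32 genes annotated with cysteine-type peptidase activity had a median log2 fold change at percentile 96.4 of the random lists in CON vs. H9, inside their range. It was 1.36 in CON vs. H18 and 0.38 in H9 vs. H18, above the range in both. The term lysosome also had 32 genes, with medians of 1.13 in CON vs. H9 (percentile 97.4, inside the range), 1.81 in CON vs. H18 and 0.59 in H9 vs. H18, which both lay above all random lists. Of the lysosome genes, 20 were called higher and 5 lower in CON vs. H9, 22 higher and 3 lower in CON vs. H18, and 14 higher and 2 lower in H9 vs. H18.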

The internal consistency between the KEGG pathways and GO terms obtained (e.g. cardiac muscle contraction and striated muscle contraction, calcium signaling pathway, cellular calcium ion homeostasis, and lysosome in both KEGG and GO analyses) supports the validity of the results.

**Fig. 3:**
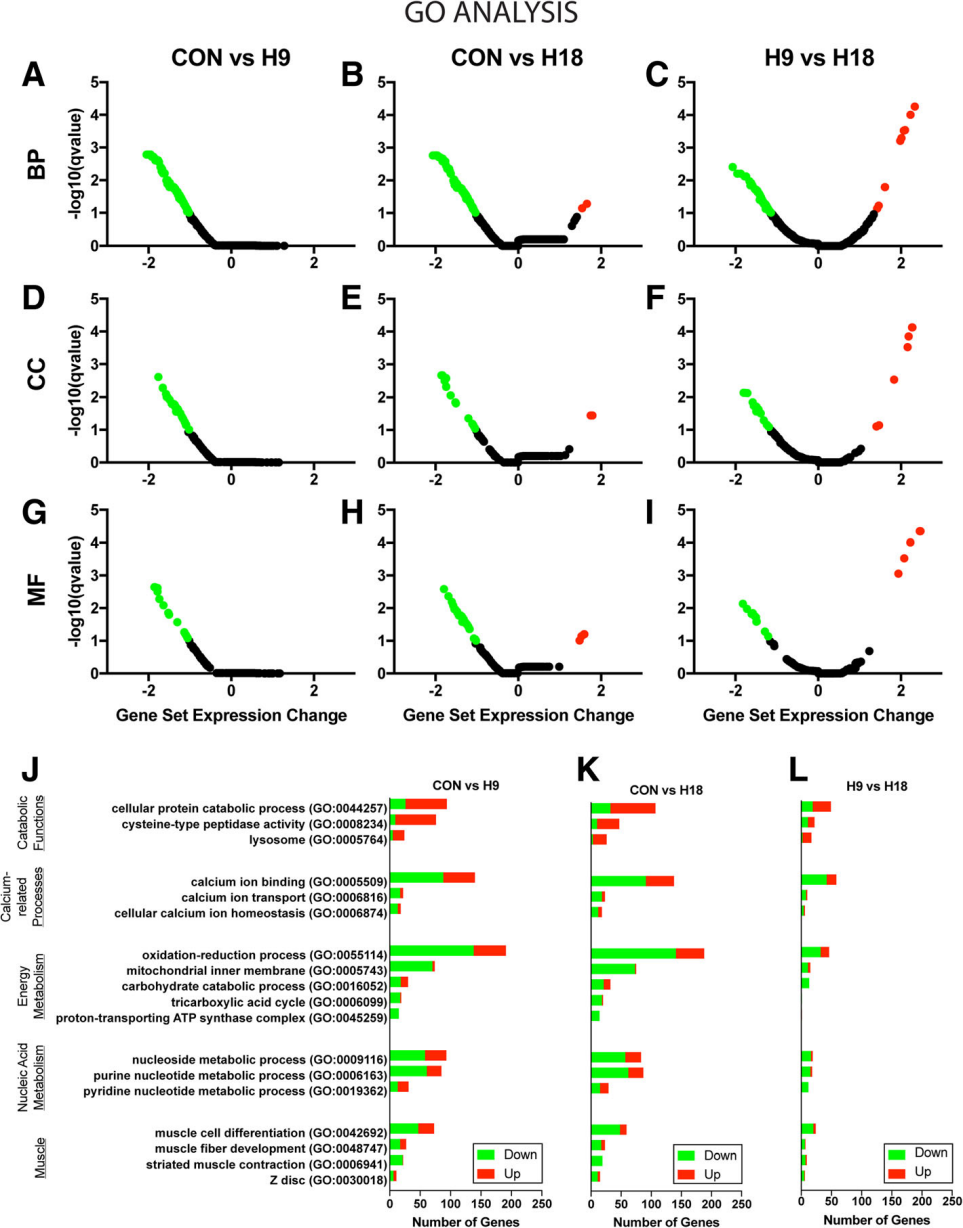
GO enrichment analysis of differentially expressed genes. Volcano plots of significantly perturbed GO terms of biological process (BP; **a**, **b**, **c**), cellular component (CC; **d**, **e**, **f**) and molecular function (MF; **g**, **h**, **i**) in CON vs H9 (**a**, **d**, **g**), CON vs H18 (**b**, **e**, **h**), and H9 vs. H18 (**c**, **f**, **i**) comparisons. Gene set expression change (x-axis) of DEG mapped to GO term is a normalized enrichment score based on comparisons between different time points and relative to the entire DEG gene set. Significantly downregulated terms are shown in green and significantly upregulated terms  are shown in red. Cutoff for significance was q < 0.1 according to default values and parameters of the R package “gage” v2.22.0. Distribution of DEG of the terms in the CON vs H9 (**j**), CON vs H18 (**k**), and H9 vs. H18 (**l**) comparisons

### Gene expression profiles

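The full cluster membership was not used here. Instead, the called features were sorted by the combination of their calls in the 3 comparisons, a rule set before the data were examined. Of the 6596 features, 5781 fell into at least 1 of 7 patterns. The largest groups were 1469 features lower than CON in both H9 and H18 with no call between H9 and H18, and 1324 features higher in both with no call between them. Another 924 were higher in H9 than in CON with no call in CON vs. H18, and 462 were lower in the same way. A q-value under 0.01 lowered the count of the transiently higher features to 605. The absence of a call is not a measured return to the CON level: of 1386 features called in CON vs. H9 and not in CON vs. H18, 146 had a larger log2 fold change of the same direction in CON vs. H18.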

K-means clustering of DEG identified 18 clusters that were further arranged by expression patterns into 4 major profiles composed of multiple gene clusters and 6 minor profiles composed of a single gene cluster (Fig. 4, Additional file 3: Table S2 includes the whole list of genes and its assigned cluster/profile). The first major profile, “A: Progressive Downregulation”, was composed of 994 genes (clusters 1, 3, and 7, Fig. 4a) and showed progressive and significant downregulation at 9 hpi and 18 hpi. This profile groups together genes such as myogenic factor 6 (myf6); collagen, type XV, alpha 1a (col15a1a); obscurin, cytoskeletal calmodulin and titin-interacting RhoGEF a (obscna); popeye domain containing 2 (popdc2); acetylcholinesterase (ache); matrix metallopeptidase 23bb (mmp23bb); serine peptidase inhibitor, Kunitz type 1 b (spint1b); Indian hedgehog homolog a (ihha); lefty2 (lft2); titin, tandem duplicate 1 (ttnb); periostin, osteoblast specific factor b (postnb); sarcoglycan, delta, dystrophin-associated glycoprotein (sgcd); SIX homeobox 1b (six1b); SET and MYND domain containing 1a (smyda1); and SWI/SNF related, matrix associated, actin dependent regulator of chromatin, subfamily a, member 1 (smarca1).

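By calls alone, 199 features were lower in H9 than in CON and lower again in H18 than in H9. Their median FPKM was 31.7 in CON, 8.25 in H9 and 3.51 in H18. With a q-value under 0.01 in place of 0.05, 117 features met this pattern.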

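Among the 15 genes named for this profile, 14 had a lower FPKM in both H9 and H18 than in CON. By the thresholds applied to the authors' deposited table, 9 were called lower in CON vs. H9 and 10 in CON vs. H18. Only ache, ttnb and smyd1a were called lower in H18 than in H9. The smallest fall in CON vs. H9 was that of postnb (Entrez 337176, chromosome 15 of GRCz10, 32853617 to 32882656), with a log2 fold change of -1.11 and a q-value of 0.0205 in the authors' deposited table. The smallest fall in CON vs. H18 was that of smarca1 (Entrez 559803, chromosome 5, 21348908 to 21384568), with 2.73 FPKM in CON, 1.08 in H9 and 0.803 in H18, a log2 fold change of -1.65 and a q-value of 0.184 in the authors' deposited table. For ache (Entrez 114549, chromosome 7, 25808242 to 25816662), the FPKM went from 67.6 to 3.74 and 1.92. In H18, mmp23bb, spint1b, ihha and lft2 were listed at 0, and all 4 were called in CON vs. H18. For myf6, the FPKM fell from 19.9 in CON to 2.23 in H9 and 0.560 in H18; the authors' deposited table gives a q-value of 0.00934 for CON vs. H9 and 0.251 for the larger change in CON vs. H18. The remaining gene, col15a1a (Entrez 792366, chromosome 24, 56860 to 69606), was called higher in all 3 comparisons, with 3.78 FPKM in CON, 8.77 in H9 and 14.7 in H18.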

**Fig. 4:**
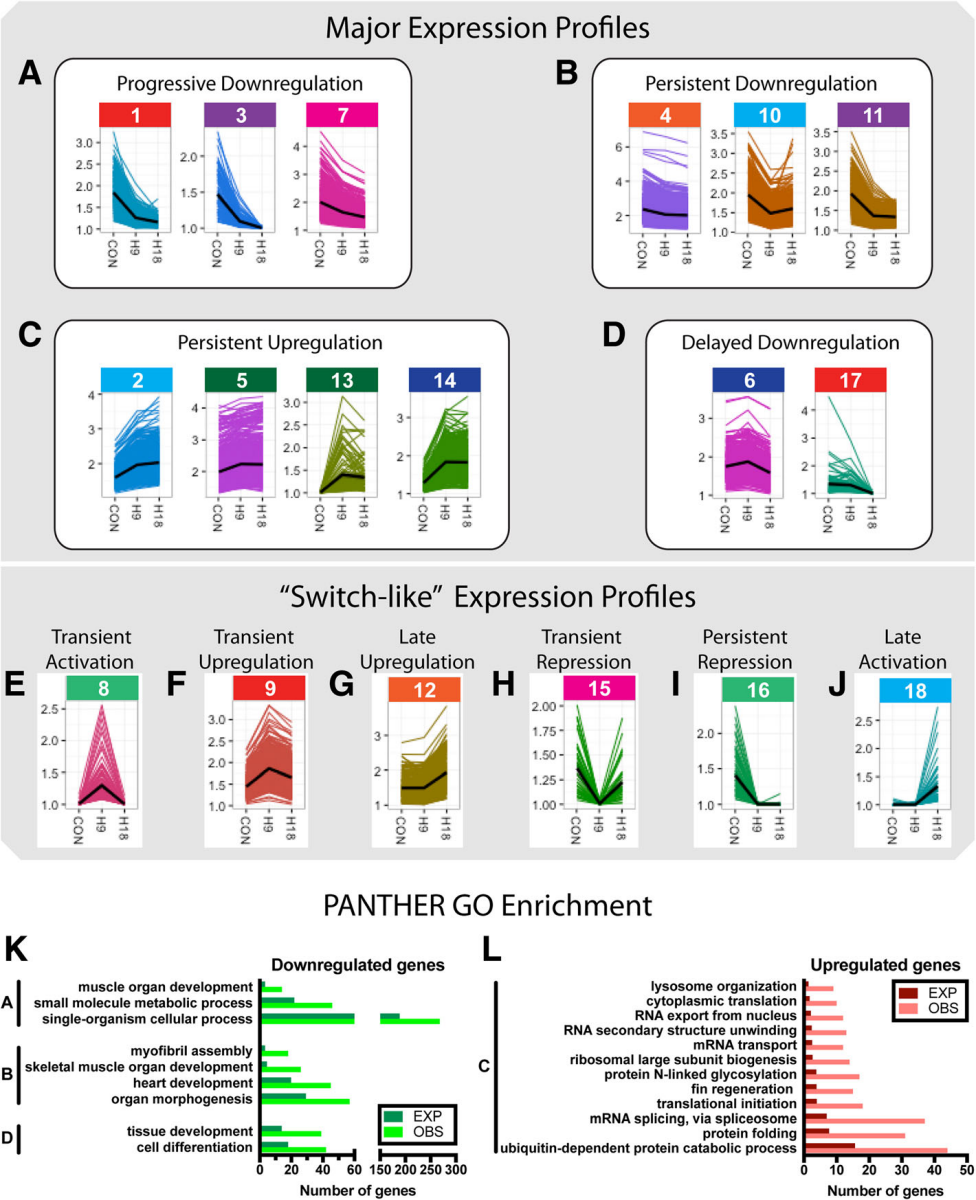
Expression profiles of gene clusters. K-means method was used to divide DEG into 18 clusters that were grouped, according to their expression profiles, into 4 major profiles (**a-d**) and 6 profiles composed of single gene clusters (**e-j**). **a** The first major profile, “Progressive Downregulation” (clusters 1, 3, and 7) showed progressive and significant downregulation at 9 hpi and 18 hpi. **b** The second major profile, “Persistent Downregulation” (clusters 4, 10, and 11) grouped downregulated genes at 9 hpi that maintained similar expression levels through 18 hpi. **c** Genes of the third major profile, “Persistent Upregulation” (clusters 2, 5, 13, and 14), were upregulated at 9 hpi and maintained through 18 hpi. **d** The fourth major profile, “Delayed Downregulation” (clusters 6 and 17) included genes whose expression was significantly downregulated only at 18 hpi. The remaining single cluster profiles (**e-j**) presented more dynamic time changes. **e** “Transient Activation” (cluster 8) contains genes that were only expressed at 9 hpi. **f** “Transient Upregulation” (cluster 9) represents genes present in control that were significantly upregulated at 9 hpi and returned to control levels at 18 hpi. **g** “Late Upregulation” (cluster 12) contains genes whose expression was upregulated at 18 hpi. **h** “Transient Repression” (cluster 15) is composed of genes expressed in control muscles and at 18 hpi but not expressed at 9 hpi. **i** “Persistent Repression” (cluster 16) contains genes that were only expressed in control muscles. **j** “Late Activation” (cluster 18) displayed the opposite trend with genes only expressed at 18 hpi. The color behind the cluster number is related to the color bar in Fig. 1 and Additional file 26: Figure S14. **k**, **l** GO enrichment analysis of the major gene expression profiles A-D. (**k**) Significantly overrepresented GO categories in profiles with genes downregulated over time (profiles A, B and D). (**l**) Significantly overrepresented GO categories in profile C which had persistently upregulated genes. Categories with *P* < 0.05 were considered as significantly overrepresented

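Features called lower in both CON vs. H9 and CON vs. H18, with no call in H9 vs. H18, had a median FPKM of 9.69 in CON, 2.44 in H9 and 2.23 in H18.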

The second major profile, “B: Persistent Downregulation”, was composed of 1723 genes (clusters 4, 10, and 11, Fig. 4b) and showed downregulation at 9 hpi that was maintained at similar levels through 18 hpi. Representative genes of this profile include laminin alpha 2 (lama2); myogenin (myog); collagen, type VI, alpha 1 (col6a1); caveolae associated protein 4a (murca); myogenic differentiation 1 (myod1); myocyte enhancer factor 2d (mef2d); insulin-like growth factor 1a receptor (igf1ra); sarcoglycan beta, dystrophin-associated glycoprotein (sgcb); myosin, heavy polypeptide 2, fast muscle specific (myhz2); laminin beta 2, laminin S (lamb2); dystropin (dmd); tropomodulin 4, muscle (tmod4); tropomodulin 1 (tmod1); NDRG family member 4 (ndrg4); insulin-like growth factor binding protein 3 (igfbp3); LIM domain binding 3a (ldb3a); and RNA binding motif protein 24b (rbm24b).

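All 17 genes named for this profile had a lower FPKM in H9 than in CON, and 15 of them were called, with a median log2 fold change of -2.01. The largest fall was that of tmod1 (Entrez 100149766, chromosome 1 of GRCz10, 11541440 to 11571768), from 20.6 FPKM in CON to 1.81 in H9 and 1.72 in H18. This is a log2 fold change of -3.44 in CON vs. H9, and the authors' deposited table gives a q-value of 0.934 for the difference between H9 and H18. Called lower in H18 than in H9 were col6a1 and ldb3a, with q-values of 0.0368 and 0.0498 in the authors' deposited table, and myod1. The genes without a call in CON vs. H9 were myod1 and igf1ra. For myod1 (Entrez 30513, chromosome 25, 30843777 to 30845983), the smallest change of the list, the FPKM was 36.4 in CON, 30.3 in H9 and 16.3 in H18. Its q-value in the authors' deposited table was 0.569 in CON vs. H9, 0.000946 in CON vs. H18 and 0.000946 in H9 vs. H18. The FPKM of igf1ra was 4.77 in CON, 3.37 in H9 and 2.41 in H18, with q-values of 0.268, 0.00989 and 0.324 in the authors' deposited table for the same comparisons.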

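Features called higher in both injured groups than in CON, with no call between H9 and H18, had a median FPKM of 2.37 in CON, 8.28 in H9 and 7.69 in H18.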

The third major profile, “C: Persistent Upregulation”, was composed of 2172 genes (clusters 2, 5, 13, and 14, Fig. 4c) that were upregulated at 9 hpi and maintained their expression levels through 18 hpi. 

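The genes dnmt3aa, smarca5, atp6v1e1b, rbfox2, sepn1, prmt1, mta2, hdac1, psmd11b, uba1, mespaa, clcf1, mcm10, itga6a, mych, smarca4a, mmp9 and rcc2 were examined for profile C. All 18 had a higher FPKM in H9 than in CON and 14 were called, with a median log2 fold change of 1.93. The largest change, 6.37, was that of clcf1 (Entrez 562247, chromosome 14 of GRCz10, 21725210 to 21741215), from 0.00314 FPKM in CON to 8.45 in H9 and 4.64 in H18. Its q-value against CON in the authors' deposited table was 0.174, so it was not called in CON vs. H9. The smallest change was 0.72, for mta2 (Entrez 326078, chromosome 7, 17655849 to 17691942), with 5.67 FPKM in CON, 9.39 in H9 and 7.82 in H18 and a q-value of 0.042 in the authors' deposited table for CON vs. H9. It was not called in CON vs. H18. The FPKM of mych was 1.88 in CON, 49.5 in H9 and 17.8 in H18, and that of mmp9 was 1.28, 20.0 and 6.07. Both were called lower in H18 than in H9. So were prmt1 and clcf1, with q-values of 0.0262 and 0.000946 in the authors' deposited table. For clcf1, this was its only call. The gene mespaa was listed at 0 in CON and had 0.696 FPKM in H9, and it was called only in CON vs. H18. For mcm10, the FPKM rose from 0.0114 to 0.260 and 1.60, and only the step from H9 to H18 was called.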

Representative examples from this profile include DNA (cytosine-5-)-methyltransferase 3 alpha a (dnmt3aa); SWI/SNF related, matrix associated, actin dependent regulator of chromatin, subfamily a, member 5 (smarca5); ATPase, H+ transporting, lysosomal, V1 subunit E1b (atp6v1e1b); RNA binding protein, fox-1 homolog (*C. elegans*) 2 (rbfox2); selenoprotein N, 1 (sepn1); protein arginine methyltransferase 1 (prmt1); metastasis associated 1 family, member 2 (mta2); histone deacetylase 1 (hdac1); proteasome 26S subunit, non-ATPase 11b (psmd11b); ubiquitin-like modifier activating enzyme 1 (uba1); mesoderm posterior aa (mespaa); cardiotrophin-like cytokine factor 1 (clcf1); minichromosome maintenance 10 replication initiation factor (mcm10); integrin, alpha 6a (itga6a); myelocytomatosis oncogene homolog (myc h); SWI/SNF related, matrix associated, actin dependent regulator of chromatin, subfamily a, member 4a (smarca4a); matrix metallopeptidase 9 (mmp9); and regulator of chromosome condensation 2 (rcc2).

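A total of 827 features were called lower in CON vs. H18 and not called in CON vs. H9. Their median FPKM was 3.82 in CON, 2.05 in H9 and 1.101 in H18.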

The fourth major profile, “D: Delayed Downregulation”, was composed of 477 genes (clusters 6 and 17, Fig. 4d) that were unchanged through 9 hpi but were significantly downregulated at 18 hpi. The following are representative examples of the genes included in this profile: autophagy/beclin-1 regulator 1a (ambra1); unc-45 myosin chaperone B (unc45b); cadherin 5 (cdh5); insulin-like growth factor 1b receptor (igf1rb); actin, alpha 2, smooth muscle, aorta (acta2); methionine adenosyltransferase II, alpha a (mat2aa); and troponin I type 1a, skeletal, slow (tnn1ai).

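All 7 genes named for this profile had a lower FPKM in H18 than in CON, and 3 of them (unc45b, cdh5 and acta2) were called in CON vs. H18. For unc45b, the FPKM was 16.8 in CON, 15.1 in H9 and 8.77 in H18. For cdh5, it was 4.88, 5.77 and 1.95, and for acta2 9.47, 9.13 and 4.34. Both ambra1 and igf1rb were called lower in H18 than in H9 but not in CON vs. H18, where their q-values in the authors' deposited table were 0.170 and 0.0592. The smallest change from CON to H18, a log2 fold change of -0.23, was that of mat2aa (Entrez 323329, chromosome 10 of GRCz10, 7850319 to 7862987). Its FPKM rose from 11.0 in CON to 21.7 in H9, a called increase, and was 9.33 in H18. The largest was -6.61, for the gene listed as tnni1 (Entrez 558408, chromosome 23, 5788930 to 5795506), with 10.0 FPKM in CON, 2.54 in H9 and 0.00340 in H18. The authors' deposited table gives tnni1 a q-value of 0.0201 in CON vs. H9 and 0.125 in CON vs. H18.

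**Figure D2:**
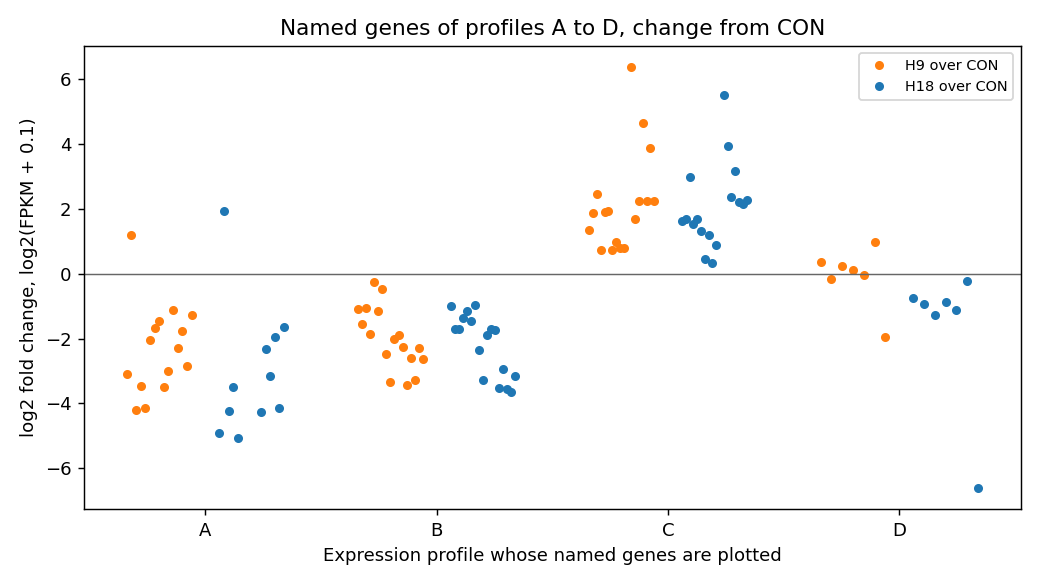
Log2 fold change of H9 over CON and of H18 over CON (y axis, log2 of FPKM plus 0.1) for the genes the paper names for profiles A to D (x axis), one point per gene. Genes listed at 0 in either group of a comparison are left out, 4 in profile A at H18 and 1 in profile C at each time; the point above 0 in profile A is col15a1a, and the lowest point, at -6.61, is tnni1.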

The remaining single cluster profiles represented more dynamic “switch-like” expression patterns (Fig. 4e-j) and, as such, were of particular interest. Of those, “E: Transient Activation” (cluster 8, Fig. 4e) contained 129 genes (such as mesoderm posterior bb, mespbb; nanor, nnr; hemoglobin beta embryonic-2, hbbe2; tetraspanin 34, tspan34; and claudin 1, cldn1) that were only expressed at 9 hpi, while “F: Transient Upregulation” (cluster 9, Fig. 4f) contained 648 genes (e.g. enhancer of zeste 2 polycomb repressive complex 2 subunit, ezh2; coactivator-associated arginine methyltransferase 1, carm1; SWI/SNF related, matrix associated, actin dependent regulator of chromatin, subfamily d, member 1, smarcd1; protein arginine methyltransferase 5 and 7, prmt5 and prmt7; MYC proto-oncogene, bHLH transcription factor b, mycb) that were present in uninjured muscles (CON), peaked at 9 hpi, and returned to control levels at 18 hpi. Such rapid yet transient changes in expression suggest involvement of these gene clusters in the initiation of cell reprogramming. 

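The 5 genes named for profile E were each listed at 0 in CON and in H18, so no fold change can be given. In H9, the FPKM was 0.204 for mespbb, 0.363 for nnr, 0.373 for hbbe2, 0.714 for cldn1 and 2.09 for tspan34. Their q-values in CON vs. H9 in the authors' deposited table lay between 0.0197, for nnr and tspan34, and 0.0289, for mespbb, and 0 of the 5 were called at a q-value under 0.01. At 1 FPKM or more in H9 and at most 0.1 in CON and H18, 28 features were called, 27 of them with a group listed at 0. Over features with 0.1 to 5 FPKM in the higher group, 30.9% were called when the lower group was listed at 0, and 1.62% when it was above 0 but at most 2% of the higher group.

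All 6 genes named for profile F were called higher in H9 than in CON. The largest change was that of mycb (Entrez 393141, chromosome 2 of GRCz10, 32033063 to 32035153), with 6.95 FPKM in CON, 34.6 in H9 and 11.6 in H18. Of the 6, mycb and prmt7 were also called lower in H18 than in H9. The FPKM of prmt7 was 1.27 in CON, 5.74 in H9 and 2.08 in H18. In H18, smarcd1 (1.67, 4.89 and 3.34 FPKM) and prmt5 (2.44, 8.10 and 5.28 FPKM) were still called higher than in CON. For carm1, the FPKM was 2.39 in CON, 8.54 in H9 and 5.23 in H18, with a q-value of 0.104 in the authors' deposited table for CON vs. H18.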

Profile “G: Late Upregulation” (cluster 12, Fig. 4g) contained genes upregulated at 18 hpi such as fibronectin 1a (fn1a); DNA (cytosine-5-)-methyltransferase 1 (dnmt1); midkine a (mdka); DNA primase subunit 2 (prim2); or DNA topoisomerase II alpha (top2a). 

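Each of the 5 genes named for this profile was called higher in H18 than in H9. Among them, prim2 (Entrez 407653, chromosome 13 of GRCz10, 23357806 to 23481915) had the largest change between H9 and H18, a log2 fold change of 2.04, with 0.885 FPKM in CON, 0.509 in H9 and 2.40 in H18. The smallest was that of dnmt1 (Entrez 30430, chromosome 3, 54336616 to 54352564), 1.31, with 1.01, 2.00 and 5.11 FPKM; dnmt1 was already called higher in H9 than in CON. The FPKM of mdka was 1.86 in CON, 2.49 in H9 and 7.17 in H18, and that of top2a 0.860, 0.599 and 2.09. Between CON and H18, prim2 was not called, with a q-value of 0.367 in the authors' deposited table. By calls alone, 577 features were higher in H18 than in CON without a call in CON vs. H9, with a median FPKM of 1.86 in CON, 3.18 in H9 and 6.02 in H18.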

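In the group values, 30 features had at least 1 FPKM in CON and in H18 and at most 0.1 in H9. Of these, 6 were called in at least 1 comparison, and 5 of the 6 had a group listed at 0.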

Profile “H: Transient Repression” (cluster 15, Fig. 4h) contained 42 genes present in uninjured (CON) muscles and at 18 hpi but not expressed at 9 hpi. 

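All 4 genes named for this profile had a lower FPKM in H9 than in CON, and 3 were called. The gene described as histone H2A, sperm-like (Entrez 100332229, on an unplaced scaffold) had 9.21 FPKM in CON and 0.624 in H18 and was listed at 0 in H9, with q-values of 0.000946 in CON vs. H9 and 0.0156 in H9 vs. H18 in the authors' deposited table. For cldnd (Entrez 81583, chromosome 21 of GRCz10, 25740839 to 25741593), 6.73 FPKM were measured in CON and 0.439 in H18, and H9 was listed at 0. For per1a (Entrez 563926, chromosome 10, 22841357 to 22862051), the FPKM was 2.84 in CON, 0.148 in H9 and 2.48 in H18. Its log2 fold change was -3.57 in CON vs. H9, with a q-value of 0.00176 in the authors' deposited table, and 3.38 in H9 vs. H18. In a list of 41 clock genes written before the data were examined, 22 genes passed the thresholds in CON vs. H9, 20 in CON vs. H18 and 8 in H9 vs. H18. Adjusted over the list alone, these numbers were 22, 24 and 10. For gpx7, the FPKM was 2.73 in CON, 0.138 in H9 and 6.53 in H18. The authors' deposited table gives gpx7 a q-value of 0.103 in CON vs. H9, so only its rise from H9 to H18 was called.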

Representative examples are histone H2A, sperm-like; claudin d (cldnd); period circadian clock 1a (per1a); and glutathione peroxidase 7 (gpx7). 

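At 1 FPKM or more in CON and at most 0.1 in H9 and H18, 52 features were called in at least 1 comparison. All of the 52 had a group listed at 0, and 20 were listed at 0 in both H9 and H18. The gene ctrb1 (Entrez 322451, chromosome 7 of GRCz10, 34804544 to 34807090) had 9.74 FPKM in CON, was listed at 0 in H9 and had 0.0319 in H18. It encodes a digestive protease of the pancreas, and 9 other pancreas markers with at least 1 FPKM in CON were also lower in both H9 and H18, of which 0 were called in CON vs. H9 and 1 in CON vs. H18. The FPKM in CON was 2.54 for cth1 and 1.78 for ccna1, and both were listed at 0 in H9 and H18. At 1 FPKM or more in H18 and at most 0.1 in CON and H9, 24 features were called, all with a group listed at 0. In H18, asprv1 (Entrez 101882366, chromosome 1, 52888338 to 52888624) had 3.79 FPKM and ccl27b 1.63, and both were listed at 0 in CON and H9. For hs6st3a, CON was listed at 0, H9 had 0.0469 FPKM and H18 had 1.01. In H9 vs. H18, hs6st3a had a q-value of 0.0622 in the authors' deposited table and was not called. It was called higher in CON vs. H18, with a q-value of 0.000946 in the authors' deposited table, as were asprv1 and ccl27b. Called features with a group listed at 0 numbered 553, and the median of their highest group value was 0.791 FPKM.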

Profile “I: Persistent Repression” (cluster 16, Fig. 4i) contained 85 genes that were only expressed in uninjured (CON) muscles (e.g. chymotrypsinogen B1, ctrb1; cysteine three histidine 1, cth1; cyclin A1, ccna1) while the 67 genes of profile “J: Late Activation” (cluster 18, Fig. 4j) displayed the opposite trend and were only expressed at 18 hpi (although this was the cluster with the highest content of non-coding transcripts, see below, some representative coding genes are aspartic peptidase, retroviral-like 1, asprv1; chemokine (C-C motif) ligand 27b, ccl27b; and heparan sulfate 6-O-sulfotransferase 3a, hs6st3a).

Panther GO term analysis of the four major profiles revealed GO terms consistent with the previous analysis conferring reliability to the results (Fig. 4k, l). 

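Muscle organ development had 19 directly annotated genes among the called features. Of these, 10 were called lower and 2 higher in CON vs. H9, and 14 lower and 3 higher in CON vs. H18. None of them was called lower in H9 and again lower in H18 than in H9, but the range that random draws of 160 annotated genes gave for this pattern itself starts at 0, so this count cannot show a shortage.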

Analysis of “A: Progressive Downregulation” genes showed enrichment in categories of muscle organ development (GO:0007517), small molecule metabolic process (GO:0044281), and single-organism cellular process (GO:0044763) (Fig. 4k, Additional file 19: Table S5). 

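Among the 1138 annotated features called lower in both H9 and H18 without a call between them, 10 of the 17 genes of myofibril assembly were found, at percentile 99.9 of random draws. For heart development, 13 of 53 genes were found, at percentile 55.8. For organ morphogenesis, it was 2 of 5 genes, at percentile 84.5.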

Panther analysis identified 15 different enriched categories in “B: Persistent Downregulation” (Fig. 4k, Additional file 20: Table S6), including skeletal muscle organ development (GO:0060538), myofibril assembly (GO:0030239), heart development (GO:0007507), and organ morphogenesis (GO:0009887). “C: Persistent Upregulation” had 31 overrepresented categories (Fig. 4l, Additional file 21: Table S7), the highest number of any Panther analysis. Several RNA processing [such as mRNA splicing, via spliceosome (GO:0000398), RNA secondary structure unwinding (GO:0010501), RNA export from nucleus (GO:0006405), mRNA transport (GO:0051028)] and protein translation [protein folding (GO:0006457), translational initiation (GO:0006413), ribosomal large subunit biogenesis (GO:0042273), cytoplasmic translation (GO:0002181)] or modification [protein folding (GO:0006457) and protein N-linked glycosylation (GO:0006487)] categories were identified. 

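Taking the 1095 annotated features called higher in both H9 and H18 without a call between them, 20 of the 31 genes of mRNA splicing via the spliceosome, 7 of the 9 genes of mRNA transport, 27 of the 49 genes of protein folding and 14 of the 29 genes of translational initiation were among them. Each of these 4 counts lay above the range of random draws of as many annotated features. RNA secondary structure unwinding had 11 of 25 genes, at percentile 98.2 and at the upper limit of the random range. Ribosomal large subunit biogenesis and cytoplasmic translation each had 2 of 5 genes, inside the random range. The spliceosome list of 116 gene symbols had a median log2 fold change of 0.89 in CON vs. H9, 0.81 in CON vs. H18 and -0.15 in H9 vs. H18. For the ribosome biogenesis list, the medians in CON vs. H18 and H9 vs. H18 were 1.56 and -0.48.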

At the same time, protein degradation [ubiquitin-dependent protein catabolic process (GO:0006511) and lysosome organization (GO:0007040)] and fin regeneration (GO:0031101) categories were also enriched. 

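Ubiquitin-dependent protein catabolic process had 13 of its 35 genes in this pattern, at percentile 95.8, and fin regeneration had 9 of 29, at percentile 72.8; both counts lay inside the random range. The median log2 fold change of the 29 fin regeneration genes was 0.84 in CON vs. H9, with 17 called higher and 4 lower, and 0.65 in CON vs. H18, with 14 called higher and 8 lower.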

Enriched categories in “D: Delayed Downregulation” (Fig. 4k, Additional file 22: Table S8) were related to developmental and differentiation processes such as cell differentiation (GO:0030154) or tissue development (GO:0009888).

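Cell differentiation had 60 directly annotated genes, and 11 of them were among the 586 annotated features called lower in CON vs. H18 without a call in CON vs. H9, at percentile 94.8 of random draws. Over the 60 genes, the median log2 fold change was 0.77 in CON vs. H9, 0.01 in CON vs. H18 and -0.45 in H9 vs. H18, where 17 were called lower and 1 higher.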

Interestingly, the Panther GO analysis of single cluster profiles revealed relevant terms not noted in other profiles or the GAGE analysis. Enriched terms in “F: Transient Upregulation” (Additional file 23: Table S9) were related to the categories of gene transcription and ribosome formation and included: regulation of gene expression, epigenetic (GO:0040029), transcription, DNA-templated (GO:0006351), and maturation of SSU-rRNA from tricistronic rRNA transcript (SSU-rRNA, 5.8S rRNA, LSU-rRNA) (GO:0000462). 

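Of the 169 genes annotated with transcription, DNA-templated, 43 were among the 668 annotated features called higher in CON vs. H9 without a call in CON vs. H18, more than in any random draw. Their share of the pattern was 6.44%, against 3.41% among all annotated features. Maturation of SSU-rRNA had 2 of its 15 genes in this pattern, at percentile 53.0. Its genes were higher in both injured groups, with a median log2 fold change of 1.87 in CON vs. H9 and 1.40 in CON vs. H18 and 12 genes called higher in each.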

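Genes of DNA replication, taken as a list of 43 gene symbols, had a median log2 fold change of 0.08 in CON vs. H9, 1.93 in CON vs. H18 and 1.70 in H9 vs. H18. The last 2 medians lay above all 10000 random lists. In H9 vs. H18, 21 genes of this list were called higher and 0 lower. DNA replication initiation had 9 directly annotated genes, of which 8 were called higher and 1 lower in H9 vs. H18. The median over the 9 was 1.93. Mismatch repair had 5 genes, 4 of them called higher in H9 vs. H18, with a median of 1.53. In CON vs. H9, 3 genes of mismatch repair were called lower and 0 higher. Of the 393 annotated genes in the late higher pattern, 3 belong to DNA replication initiation (percentile 97.7 of random draws, at the upper limit of their range) and 1 to mismatch repair (percentile 80.6, inside the range).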

Enriched categories in “G: Late Upregulation” (Additional file 24: Table S10) were related to DNA replication and repair [DNA replication initiation (GO:0006270), mismatch repair (GO:0006298), and mitotic chromosome condensation (GO:0007076)]. Profiles “E: Transient Activation”, “H: Transient Repression”, “I: Persistent Repression”, and “J: Late Activation” did not have enriched GO terms or categories because of the low percentage of GO annotations for genes in these clusters (Table 1). 

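A GO annotation was present for 75.1% of all called features. It was present for 14.3% of the 28 called features with at least 1 FPKM in H9 only, 16.7% of the 6 with at least 1 FPKM in CON and H18 but not H9, 46.2% of the 52 in CON only and 8.33% of the 24 in H18 only. By pattern of calls, the share was 82.7% for features higher in both injured groups, 77.5% for features lower in both and 68.1% for features higher in H18 only relative to CON.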

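Whether a feature is non-coding was not analysed here. Among the called features with a group listed at 0 FPKM, 177 of 553 (32.0%) had a GO annotation, against 4774 of 6043 (79.0%) among the others, for which the median of the highest group value was 7.68 FPKM.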

Interestingly, the gene clusters with lowest percentage of GO annotated terms had both a higher percentage of lncRNAs (Table 2), which remain to be functionally annotated, and the most dynamic “switch-like” expression patterns (Fig. 4).

**Table 1:** GO term annotations for gene expression profiles

Profile (cluster)	Gene number	Annotated genes	%
A (1/3/7)	994	671	67.51
B (4/10/11)	1723	1296	75.22
C (2/5/13/14)	2172	1682	77.44
D (6/17)	477	309	64.78
E (8)	129	23	17.83
F (9)	648	476	73.46
G (12)	259	32	12.36
H (15)	42	14	33.33
I (16)	85	24	28.24
J (18)	67	11	16.42

**Table 2:** Distribution of coding (cRNA) and long non-coding (lncRNA) RNA by cluster

Cluster	Total	cRNA (%)	IncRNA (%)
1	301	97.67	2.33
2	738	99.86	0.14
3	98	83.67	16.33
4	813	98.65	1.35
5	810	99.38	0.62
6	389	98.71	1.29
7	595	98.32	1.68
8	129	71.32	28.68
9	648	99.23	0.77
10	472	99.36	0.64
11	438	98.86	1.14
12	259	100.00	0.00
13	96	82.29	17.71
14	528	99.43	0.57
15	42	73.81	26.19
16	85	77.65	22.35
17	88	73.86	26.14
18	67	62.69	37.31

### Expression timing correlates with temporal roles during muscle regeneration

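A list of epigenetic regulators written before the data were examined, with 151 genes at a mean of at least 1 FPKM, had a median log2 fold change of 0.33 in CON vs. H9, at percentile 97.3 of the random lists and just inside their range. It was 0.22 in CON vs. H18, at percentile 97.2, and -0.13 in H9 vs. H18, at percentile 68.9. With a pseudocount of 1 FPKM, the median in CON vs. H9 was 0.26 and lay above the range. In CON vs. H9, 45 of these genes were called higher and 6 lower; in CON vs. H18, 32 were called higher and 6 lower; and in H9 vs. H18, 3 were called higher and 12 lower.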

As anticipated, a large subset of epigenetic regulators and transcription factors were induced early in the reprogramming process (profile “F: Transient Upregulation”; Fig. 4f). In fact, the GO term “regulation of gene expression, epigenetic” (GO:0040029) was significantly enriched in profile F. All this suggested that at least a subset of these factors might be mechanistically involved in allowing post-mitotic myocytes to dedifferentiate into proliferative myoblasts and we thus decided to focus on transcription factors and epigenetic regulators. 

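In the direct annotations of the authors' tables, regulation of gene expression, epigenetic was attached to 1 called gene, hdac5, and it was not among the features called higher in CON vs. H9 without a call in CON vs. H18. From the induction of epigenetic regulators and the enrichment in this profile, the paper proposes that some of these factors might take part in dedifferentiation.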

We further hypothesized that early-activated genes would play a particularly important role in the reprogramming and dedifferentiation of injured myocytes, and tested the hypothesis using gene knockdown experiments using antisense morpholino oligonucleotide (MO), a technique widely used to perform tissue-specific knockdown experiments in adult zebrafish [20–22] and other model organisms such as adult axolotls [23], xenopus larvae [24] or chick [25] and mouse [26] embryos. Briefly, lissamine-tagged MOs are injected and then electroporated into the LR muscle 3 h prior to myectomy injury (Figs. 5a and 6a). LR-specific MO uptake is detected via lissamine fluorescence within muscle fibers, persisting through 8 dpi, and without affecting the adjoining EOM (Fig. 6b, Additional file 25: Figure S15). Proliferation at 48 hpi is assayed via EdU uptake as a surrogate for myocyte reprogramming, since proliferation of dedifferentiated myoblasts represents the final step of the reprogramming process (Fig. 5e). Additionally, we physically measure the length of the regenerating LR muscle in order to assess anatomic regeneration (Fig. 6b).

**Fig. 5:**
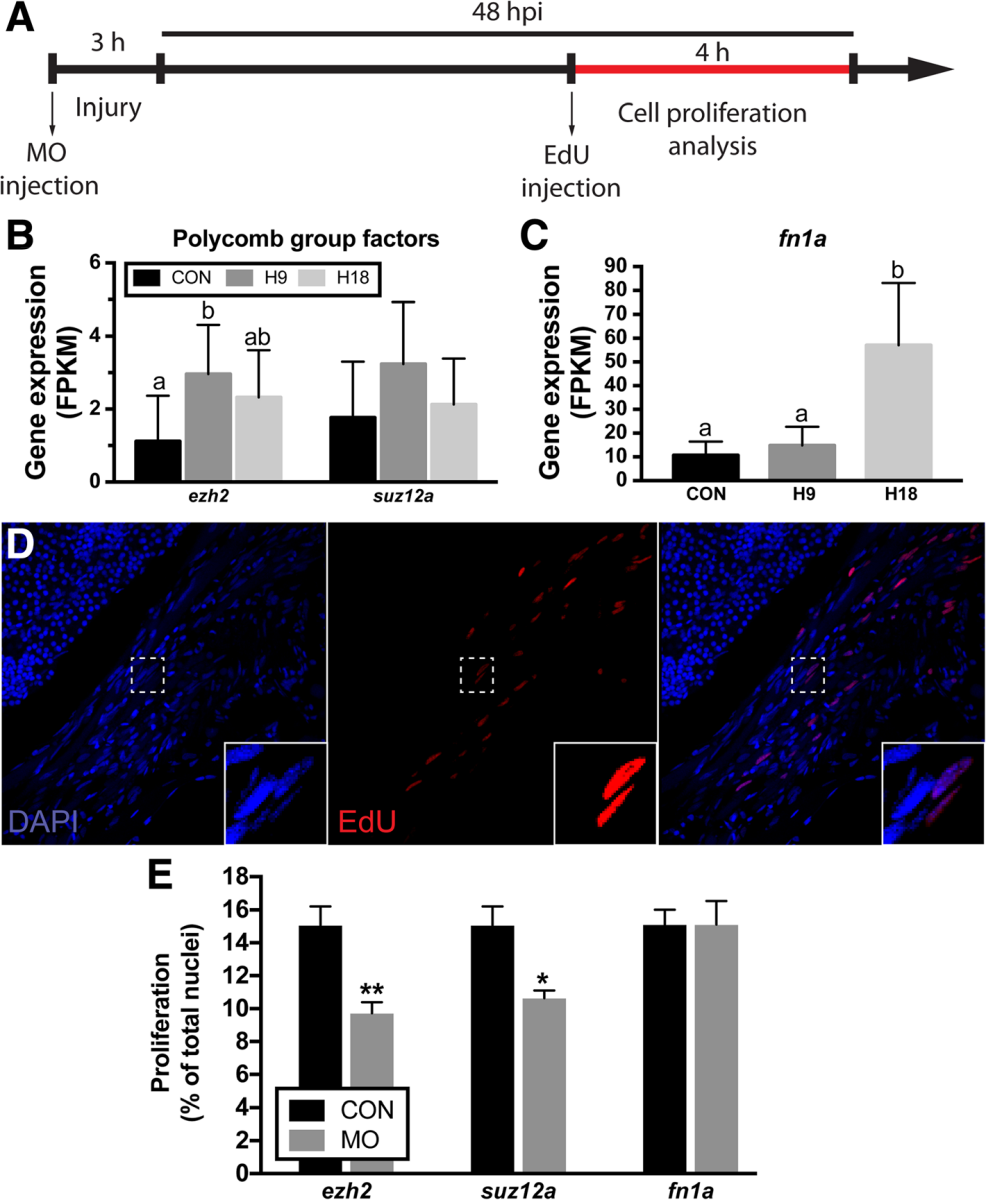
Proliferation following knockdown of select differentially expressed genes. **a** LR regeneration involves a proliferative burst that generates enough cells to replace lost tissue. EdU assays were performed according to the schematic. **b** Gene expression (FPKM) of epigenetics selected genes, *ezh2* and *suz12a*. **c** *Fibronectin 1a* gene expression (FPKM). **d** Confocal microscopy of cell proliferation in the regenerating muscle. Inset shows higher resolution detail of the box in the panel. DAPI staining (blue) shows the total number of nuclei in the muscle (left) and EdU staining (red) shows proliferating nuclei (middle). Merged panel (right). **e** Quantification of cell proliferation in injured LR at 48 hpi. Values are averages ± SEM (*n* ≥ 5) in control MO or target gene MO injected fish. Different letters (a, b, ab) in (**b**) and (**c**) indicate significant differences among time points. * *P* < 0.05; ** *P* < 0.01; Student’s t-test

**Fig. 6:**
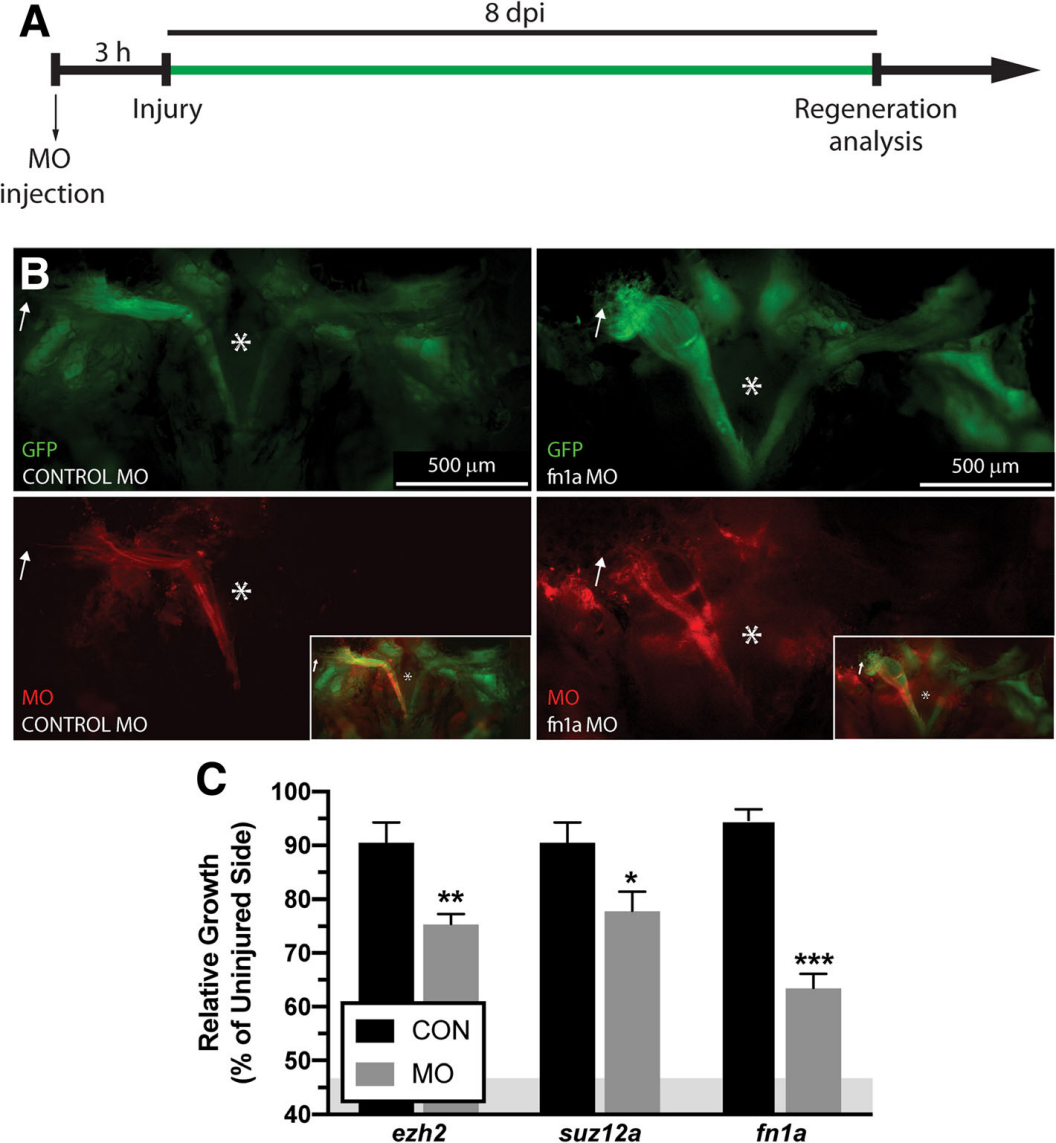
Regeneration following knockdown of select differentially expressed genes. **a** LR regeneration assays were performed according to the schematic. **b** Craniectomy was performed to visualize EGFP-labeled muscle at 8 dpi. Brain was removed to allow visualization of the skull base (*) Microinjected MOs are detected throughout the entire regenerating muscle, including the distal ends (white arrow). Control MO (left) and fn1a MO (right) injected fish are pictured, Additional file 26: Figure S14 shows representative examples of injected fish with MO targeting the rest of the genes. **c** Quantification of LR regeneration at 8 dpi, all MOs targeting specific mRNA decreased muscle regeneration at 8 dpi compared to control MO injected fish. Values are averages ± SEM (*n* = 5–7) in control MO or target gene MO injected fish. *P < 0.05; **P < 0.01; *** *P* < 0.001; Student’s t-test. The residual muscle left following myectomy surgery (46.77 ± 4.8%, average ± SD) is represented as a grey area in C

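The gene ezh2 (Entrez 768133, chromosome 24 of GRCz10, 17201116 to 17220035) encodes the methyltransferase of Polycomb Repressive Complex 2, and suz12a (Entrez 794171, chromosome 3, 35719834 to 35735965) encodes another subunit of it. The group FPKM of ezh2 was 1.12 in CON, 2.96 in H9 and 2.32 in H18. Its log2 fold change was 1.33 in CON vs. H9, with a q-value of 0.018 in the authors' deposited table, and it was called. In CON vs. H18, the log2 fold change was 1.00, with a q-value of 0.0933 in the authors' deposited table. In H9 vs. H18, it was -0.34, with a q-value of 0.560 in the authors' deposited table, so the decrease after 9 hpi was not distinguishable from the spread between libraries. For suz12a, the group FPKM was 1.77 in CON, 3.23 in H9 and 2.13 in H18. The log2 fold change of suz12a was 0.83 in CON vs. H9, 0.25 in CON vs. H18 and -0.58 in H9 vs. H18. The q-values in the authors' deposited table were 0.309, 0.826 and 0.444, and suz12a was called in none of the 3 comparisons. With a q-value under 0.01 in place of 0.05, ezh2 was not called in CON vs. H9 either.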

Because of their rapid induction (Fig. 5b), gene induction in a “switch-like” fashion (i.e. expression profile “F: Transient Upregulation”), and known roles as epigenetic regulators of cell identity [27], we assessed the role of Polycomb group factors in myocyte reprogramming. Knockdown of the Polycomb Repressive Complex 2 (PRC2) factors Ezh2 and Suz12a revealed a significant reduction in the number of proliferating dedifferentiated myoblasts during what is normally peak proliferation [8], between 44 and 48 hpi (Fig. 5e), supporting a key role in the reprogramming process. Furthermore, physical measurement of LR muscle length following Polycomb group factor knockdown revealed a significant delay in muscle regeneration (Fig. 6c, Additional file 26: Figure S14 D-I) that was consistent with the inhibition of reprogramming and subsequent proliferation. These findings reveal a key role for PRC2 factors in regulating myocyte reprogramming.

Next, we hypothesized that since myocyte dedifferentiation to myoblasts represents the first step of the muscle-to-mesenchymal transition (MMT) observed during EOM regeneration [8], later activated (i.e. 18 hpi) genes would not be related to myocyte reprogramming and cell cycle reentry but rather play important roles in muscle tissue anatomic regeneration. Among genes in the single cluster profile “G: Late Upregulation”, *fn1a*, encoding fibronectin – an extracellular matrix (ECM) glycoprotein whose expression is activated during mesenchymal transitions and promotes cell migration [28] – was notable due to its magnitude of induction between 9 and 18 hpi (Fig. 5c). 

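The gene fn1a (Entrez 100005469, chromosome 9 of GRCz10, 15391600 to 15453527) had 10.7 FPKM in CON, 14.8 in H9 and 57.1 in H18. The log2 fold change was 0.46 in CON vs. H9, with a q-value of 0.197 in the authors' deposited table. It was 2.40 in CON vs. H18 and 1.94 in H9 vs. H18, with a q-value of 0.000946 in the authors' deposited table for each. The calls of fn1a did not change under any of the alternative thresholds, pseudocount or scaling tried, all of which kept the authors' q-values.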

As hypothesized, knockdown of Fn1a had no effect on cell proliferation (Fig. 5e). However, it resulted in a large reduction in anatomic LR muscle tissue regeneration (Fig. 6b and c). This is consistent with the hypothesis that genes activated later in the response were: (1) not significant for the cellular reprogramming process, and (2) more important for later events of the regenerative process that include muscle growth through myoblast migration and/or myofiber fusion.

## Discussion

Differentiated cells are marked by an epigenetic program that determines which genes are to be expressed or repressed in a genome-wide fashion [29–31]. The myocyte program involves expression of genes encoding sarcomeric proteins and repression of cell cycle genes and those associated with different, non-muscle tissue types (e.g. liver). Reprogramming a differentiated cell into a different identity, whether or not of similar cell lineage, would involve reprogramming every aspect of that cell’s biology – its transcriptome, metabolome, and proteome. Myocytes are among the most specialized of cells and are considered “post-mitotic.” Yet, in zebrafish EOMs, catastrophic muscle injury triggers rapid myocyte reprogramming (within 20 hpi) resulting in a large population of proliferating dedifferentiated myoblasts that repopulate and de novo regenerate the absent muscle [8, 19, 32]. This surprising discovery has provided a unique opportunity to study limited cellular reprogramming that maintains lineage restriction yet is capable of regenerating skeletal muscle de novo.

In order to understand the mechanism of myocyte reprogramming, we utilized a deep sequencing approach to characterize the early transcriptional changes that occur as post-mitotic myocytes reprogram into dedifferentiated myoblasts capable of proliferation. Two parallel strategies, GAGE analysis (KEGG pathways and GO terms) or K-means clustering followed by Panther GO term enrichment analysis, were used to functionally annotate all 6596 DEGs (Additional file 5: Figure S1). Broadly speaking, both strategies gave similar results, conferring reliability to our analyses. Our results reveal that myocyte dedifferentiation is marked by downregulation of muscle-specific programs, such as the sarcomeric apparatus and calcium homeostasis. Additionally, both parallel GO term analyses (GAGE and Panther enrichment analysis) revealed a downregulation of terms more broadly related to cellular differentiation and tissue or organ morphogenesis. The downregulation of pyruvate metabolism, oxidative phosphorylation, TCA cycle pathways, pyruvate metabolic processes, proton-transporting ATP synthase complexes, and mitochondrial ATP synthesis reflects a decrease in the need for mitochondrial oxidative capacity in dedifferentiating cells. This is similar to the processes of somatic and oncogenic cellular reprogramming to a pluripotent state in which reprogrammed cells undergo metabolic “rewiring” that reduces both mitochondrial content and oxidative phosphorylation capacity [33–37]. Interestingly, autophagy activation reduces mitochondrial content early in reprogramming [38] and, although our analysis did not find any significant autophagy-specific KEGG pathways or GO terms, we have previously shown that autophagy plays a key role in zebrafish muscle regeneration [32]. The absence of significant autophagy-specific KEGG pathways or GO terms is not surprising since, in this model, autophagy is regulated mainly at the protein level [32]. Notably, we found a consistent upregulation of terms related to lysosomal protein degradation – the last step of the autophagy process – including the lysosome KEGG pathway and the GO terms cysteine-type peptidase activity and lysosome organization.

In addition to the already discussed pathways and terms, enrichment analysis of unbiased k-means clustering expression profiles revealed several interesting GO terms. Enriched GO terms within “G: Late Upregulation” genes included DNA replication, chromosome condensation, and DNA biosynthesis, all of which are consistent with reprogramming cells preparing to reenter the cell cycle. The timing of upregulation within this profile (i.e. 18 hpi) correlates well with our published results showing that cell proliferation (EdU incorporation into DNA) begins by 20–24 hpi [8]. A recent bioinformatic analysis of zebrafish heart regeneration identified similar changes in energy metabolism, amino-acid biosynthesis and DNA replication linked to the initial proliferative response [39], indicating shared molecular mechanisms between these regenerative processes. The reacquisition of proliferative potential, importantly, represents the most fundamental aspect of the reprogramming process. Supporting this finding, pharmacological inhibition of the cell cycle with either bortozemid or 5-fluorouracil (Additional file 27: Figure S16) blocks the muscle-to-mesenchymal transition that drives EOM regeneration [8].

Terms related to mRNA processing, mRNA transport, and protein translation and modification were enriched in “C: Persistent Upregulation” genes (Fig. 4c) which were upregulated at 9 and 18 hpi. Additionally, genes only upregulated at 9 hpi (“F: Transient Upregulation”, Fig. 4f) were related to transcription, rRNA maturation, tRNA processing, and epigenetic regulation of transcription. These findings indicate that the cells are preparing to synthesize a new set of proteins that, in conjunction with broad protein degradation, would allow the cell to perform the drastic cellular proteome changes that reprogramming requires [40]. Interestingly, the GO term “fin regeneration,” enriched in “C: Persistent Upregulation” genes (Fig. 4c), was upregulated at 9 and 18 hpi, and included *hdac1* (histone deacetylase 1) and *smarca4a* (SWI/SNF related, matrix associated, actin dependent regulator of chromatin, subfamily a, member 4a). These genes, along with GO terms related to epigenetic regulation of transcription, confirm the importance of chromatin-dependent gene expression changes during the reprogramming process.

Based upon functional annotations, we hypothesized that important initiators of dedifferentiation would belong to expression profile “F: Transient Upregulation”, which peak at 9 hpi and return to control levels at 18 hpi, and that morpholino knockdown of these genes would both interfere with cell cycle reentry and impair the anatomic EOM regeneration. Profile “F: Transient Upregulation” candidates were *ezh2*, encoder of Polycomb group protein that broadly regulate epigenetic states [27]. Although delayed anatomic regeneration following Ezh2 knockdown supported the regulatory importance of profile “F: Transient Upregulation” genes, the true test remained the ability to affect cell cycle reentry within dedifferentiated myoblasts. Knockdowns of Ezh2 reduced the proportion of proliferating myoblasts, thus bolstering the importance of these and other dynamically expressed profile “F: Transient Upregulation” genes as “switch”-like regulators of EOM dedifferentiation leading to regeneration. In line with our results, mammalian EZH2 promotes proliferation by modifying chromatin conformation in models of pancreas [41], liver [42], and dental pulp regeneration [43]. Importantly, knockdown of the Ezh2 Polycomb partner Suz12a replicated Ezh2 knockdown results, thus confirming the relevance of epigenetic regulation in myocyte reprogramming. In addition to the discussed role in promoting cell cycle reentry, PCR2 factors may play an additional transient role repressing muscle identity since PRC2 factors maintain the chromatin state of muscle genes in a repressive conformation and must be degraded to allow myogenic differentiation [44].

We further hypothesized that genes with later activation (18 hpi) would affect post-reprogramming processes. Profile “G: Late Upregulation” included the ECM factor *fn1a* (fibronectin) whose knockdown, unlike those in profile “F: Transient Upregulation”, resulted in a robust defect in anatomic regeneration with no effect on proliferation. Our results are supported by reports showing that *fn1a* was required for zebrafish heart regeneration but not for cardiomyocyte dedifferentiation and subsequent proliferation [45]. It was also found to be upregulated in microarray analyses of zebrafish heart [39, 46] and fin [47] regeneration, validating this transcriptomic assessment and suggesting the existence of common features among tissue regeneration models. Interestingly, *fn1a* was also identified in a correlation of fin regeneration genes with melanoma markers [48], highlighting again the similarities between regeneration and cancer. The data supports the hypothesis that while the regeneration process may take days, the transcriptional template for the entire process is determined at the outset of the regeneration process: early activated genes regulate initial reprogramming events, while late response genes regulate tissue growth. These findings reveal the temporal relationship that correlates transcriptional regulation with biological function.

## Conclusion

We describe a transcriptome analysis of an in vivo dedifferentiation process during which myocytes reprogram to become myoblasts that regain the capacity to proliferate. Our analysis reveals a complex and coordinated process (Fig. 7) that begins with downregulated expression of genes that confer muscle identity, significant changes in metabolic programs, coordinated activation of protein degradation that clears the sarcomere and other muscle-specific protein complexes, and the synthesis of new proteins that reshape the proteomic cellular profile. Simultaneously, activation of programs related to DNA replication, repair, and chromosome condensation, as well as of genes required for the G-to-S transition, ultimately leads to cell cycle reentry by reprogrammed myocytes and the formation of dedifferentiated myoblasts. The early and temporally regulated activation of genes related to epigenetic regulation of transcription likely drives the broad programmatic genomic changes required for myocyte dedifferentiation. We propose a mechanistic overview of the temporal orchestration of pathways involved in cellular reprogramming. We also assess the importance of early-activated chromatin remodeling factors (Ezh2 and Suz12a) during the dedifferentiation and cell cycle reentry of “post-mitotic” myocytes. On the other hand, late activated genes, like *fn1a* (encoding an extracellular matrix interacting protein), would regulate the anatomic growth of regenerating muscle tissue following cellular reprogramming.

**Fig. 7:**
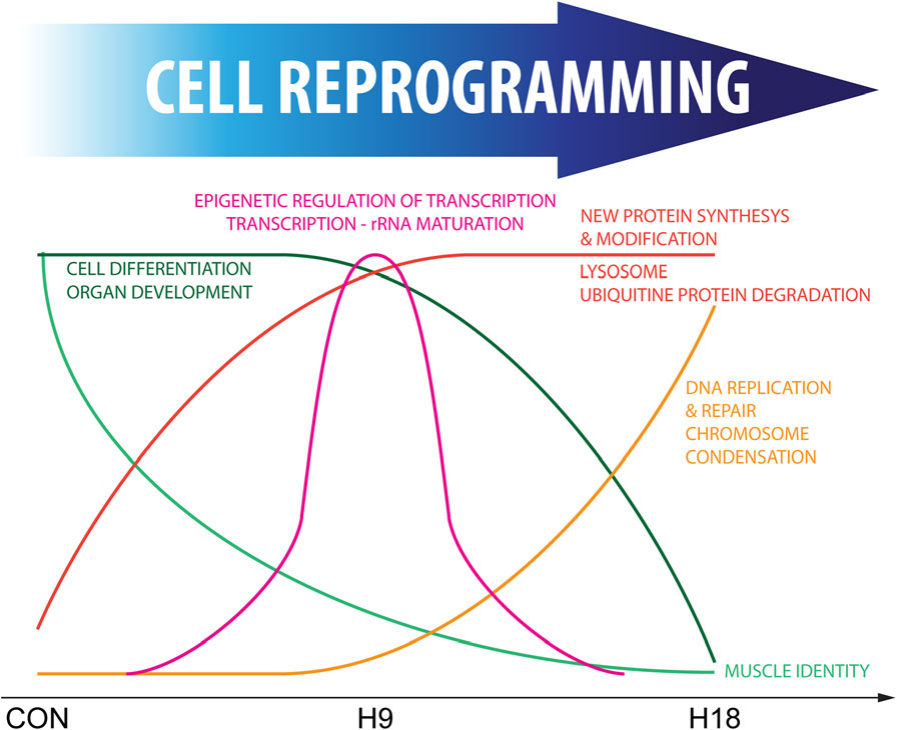
Proposed coordinated process of myocyte reprogramming. Reprogramming “post-mitotic” myocytes into dedifferentiated myoblasts would require a complex, temporally sensitive, orchestration of genes and pathways involved in the regulation of chromatin modifications, protein degradation, RNA processing, and DNA and protein synthesis.

Understanding the molecular mechanism of cellular reprogramming that leads to lineage-restricted proliferating progenitor cells carries particular importance to the field of de novo tissue regeneration. Furthermore, the similarities between tissue regeneration and cancer (for example, cell reprogramming and dedifferentiation, proliferation and migration) may suggest a similar relationship between genes that control “stemness” and those that regulate metastasis. Future research will aim to uncover greater details of these similarities and relationships.

## Methods

### Zebrafish (*Danio rerio*) rearing and surgery

All animal work was performed in compliance with the Association for Research in Vision and Ophthalmology Statement for the Use of Animals in Ophthalmic and Vision Research and approved by the University of Michigan Committee on the Use and Care of Animals, protocol 06034. Sexually mature adult (4–18 months of age) wild-type and transgenic (α-actin::EGFP) zebrafish were spawned in our fish facility and raised according to standard protocol at 28 °C with a 14-h light:10-h dark cycle.

Adult zebrafish were anesthetized using 0.05% tricaine methanosulfate (Tricaine-S; Western Chemical, Ferndale, WA) and approximately 50% of the right lateral rectus (LR) muscle was surgically removed [8]. The amount of muscle remaining after surgery (46.77 ± 4.8%, average ± S.D.) was quantified by craniectomy as described previously [8] (Additional file 28: Figure S17 shows a diagram of zebrafish EOMs and how the regenerating muscle is measured) and is represented in the figures as a grey area. No significant mortality was noted.

### RNA isolation and sequencing

Zebrafish heads were decalcified for 2–3 days in a citrate-buffered (pH 5.6) solution containing 10% ethylenediamine-tetraacetic acid (EDTA; Thermo Fisher Scientific, Waltham, MA) saturated with ammonium sulfate (Promega, Madison, WI) to preserve RNA quality [49]. Specimens were directly placed in Shandon M-1 Embedding Matrix (Thermo Fisher Scientific, Waltham, MA) frozen on dry ice and coronal frozen sections (16 μm, cryostat temperature − 35 to −40 **°**C (CM3050S disposable blade cryostat; Leica Microsystems Inc., Buffalo Grove, IL)) were placed onto PEN-membrane framed slides (Leica, PN 11505151) and stored at −80 °C. Slides were washed and dehydrated (1 min 70% EtOH, 30 s RNAse-free water, 30 s 70% EtOH, 2 × 1 min 100% EtOH). LR muscle tissue was dissected from frozen sections using laser micro-dissection (LMD7000; Leica Microsystems Inc., Buffalo Grove, IL). Micro-dissected tissue was collected in 30 μL aliquots of RLT buffer (Qiagen, Valencia, CA) with 2-mercaptoethanol added (10 μL/mL). Pooled aliqouts from several dissected slides had areas that ranged from 27 to 71 million μm^2^ per sample. RNA was isolated in a fixed volume of 1 mL of TRIzol (Invitrogen, Inc., Carlsbad, CA) and the manufacturer’s protocol was followed except for the addition of 0.2 mL of dH2O per mL of Trizol. Phase separation after chloroform addition was performed using phase lock gel tubes - Heavy 2 mL (5-Prime, Gaithersburg, MD). The RNA was further purified on microcolumns with DNAse treatment (ReliaPrep RNA Tissue Miniprep System, Promega, Madison WI) after addition of an equal volume of 100% EtOH to the Trizol aqueous layer and application to the column. Elution was with 15 μL RNAase free water.

RNA quality and quantity were reassessed using an Agilent 2200 TapeStation (Agilent Technologies, Santa Clara, CA). RIN greater than 7 was required for all samples. Pooled purified RNA samples were used for performing ribosomal-depletion (Ribo-Zero Gold rRNA Removal Kit, Illumina) and library preparation (Illumina’s TruSeq Stranded mRNA Library Prep Kit).

Sequencing was performed by the UM DNA Sequencing Core, using an Illumina Hi-Seq (50-cycle, single end read) platform (Illumina, Inc., San Diego, CA).

### Transcriptome assembly and differentially expressed gene identification

Sequencing reads were obtained in fastq format and evaluated using FastQC v0.11.3 (http://www.bioinformatics.babraham.ac.uk/projects/fastqc/). The Tuxedo Suite was used for alignment, differential expression analysis, and post-analysis diagnostics (Additional file 1: Figure S18) [50–52]. Briefly, reads were mapped to the reference genome followed by the transcriptome (GRCz10) using TopHat v2.0.13 and Bowtie v2.2.1 with default parameters and --b2-very-sensitive, −-max-intron-length 400 (as recommended [53]), −-no-coverage-search, and --no-novel-juncs. Cufflinks/CuffDiff v2.2.1 were used for expression quantitation and differential expression analysis (NCBI GRCz10.fa, reference genome sequence; NCBI GRCz10.gtf, reference transcriptome) using parameters --multi-read-correct, −-compatible-hits-norm, and --upper-quartile –norm. Locally developed scripts were used to identify differentially expressed genes (DEG) based on three criteria: test status = “OK”, FDR < 0.05, and fold change ≥1.5 or ≤1/1.5.

### Clustering and gene set analysis

The R package “cummeRbund” v2.14.0, part of the Tuxedo Suite package, was used to perform hierarchical clustering of samples by gene expression values (csDendro function; [54]).

Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway and Gene Ontology (GO) term analyses of the whole data set of DEG were performed using the R package GAGE “Generally Acceptable Gene set Enrichment” (GAGE v.2.22.0) package (Additional file 1: Figure S18) implemented in R [55, 56]. Briefly, default parameter settings were used for comparisons of log-scaled gene set expression (i.e. enrichment) data between different time points (unpaired, q-value <0.1). Gene sets were defined using annotations obtained from GAGE v2.22.0, go.db v3.2.2, and kegg.db v3.2.2. The R package “pathview” v.1.12.0 and KEGGGraph v1.30.0 were used to visualize gene set expression data in the context of functional pathways [57, 58].

CummeRbund was used to perform K-means clustering (csCluster and csClusterPlot functions) and the number of clusters (*k = 18*) was determined by evaluating k = 3 to k = 30 and the following criteria: 1) maximize the number of clusters with new expression profiles; and 2) minimize the number of clusters with similar expression profiles.

GO enrichment analysis of gene clusters (Additional file 1: Figure S18) was performed using the PANTHER (protein annotation through evolutionary relationship) classification system (http://www.pantherdb.org/) [59, 60].

### Morpholino oligonucleotide injection

Microinjection and electroporation of morpholino oligonucleotides (MOs; Gene-Tools, LLC, Philomath, OR) was used as described for knockdown experiments in adult zebrafish [20–22]. Briefly, lissamine-tagged MOs (~0.2 μL, 1 mM in nuclease-free H_2_O) were directly microinjected into the LR muscle followed by electroporation (6 to 10 pulses at 48 V/cm, BTX ECM830 electroporator; Harvard Apparatus, Holliston, MA). Microinjections were performed 3 h prior to LR injury, and MO uptake was confirmed via lissamine fluorescence prior to myectomy. MOs were designed to target the 5′-UTR of respective mRNAs (translational blocking MOs), and were compared to a standard control MO (CON) targeting a human beta-globin intron mutation. When possible, previously published MOs were utilized (Table 3). For all others, MO sequence design was performed as a service by Gene Tools. All MOs were injected at the same concentration, and all experiments were performed using 5 fish per experimental group per time point, unless stated otherwise in the text and/or figure legend. No significant mortality was noted.

**Table 3:** Sequence of the morpholino antisense oligonucleotides (MOs)

	Sequence	Reference
*ezh2*	5′-CGATTTCCTCCCGGTCAATCCCATG	[62]
*fn1a*	5′-TTTTTTCACAGGTGCGATTGAACAC	[63]
*suz12a*	5′-GAGCCATCCTAAAATAGCGTTCGTG	[64]
Control (CON)	5′-CCTCTTACCTCAGTTACAATTTATA	[65]

### Specimen processing and cell proliferation assay

Zebrafish heads were removed and fixed in 4% paraformaldehyde in PBS (PFA; Sigma-Aldrich, St. Louis, MO) overnight at 4 °C. Decalcification was performed for 48-h using Morse’s solution (45% formic acid in H_2_O, ACROS Organics, Fair Lawn, NJ; 20% sodium citrate in H_2_O, R&D Systems, Bristol, UK). Fixed and decalcified tissues were cryopreserved with 20% sucrose in PBS (ACROS Organics, Fair Lawn, NJ), embedded in OCT (Thermo Fisher Scientific, Waltham, MA), and frozen.

Cellular proliferation was assessed by intra-peritoneal injections of 5-ethynyl-2′-deoxyuridine (EdU; Invitrogen, Inc., Carlsbad, CA) [61]. Wild-type fish were injected with EdU (25 μL, 10 mM in PBS) at 44 hpi and sacrificed 4 h later (Fig. 5a). The injured muscles of 4–8 fish per experimental group were evaluated microscopically using transverse frozen sections (10 μm) as described previously [8]. EdU^+^ and total (DAPI) nuclei were counted from 3 to 4 non-sequential sections per muscle (more than 30 sections per experiment were analyzed), representing approximately 700 total nuclei (range: 296–1176) per muscle. Cell proliferation is represented as the percentage of EdU^+^ nuclei in the injured muscle of target gene MO injected fish relative to the percentage of EdU^+^ nuclei in the injured muscle of control MO injected fish.

### Regeneration assay

Transgenic α-actin::EGFP zebrafish were used to visualize the LR muscles and measure regeneration by craniectomy 8 dpi (Fig. 6a) as described previously [8]. Briefly, calvarial bones (top of the skull) and the brain were removed to allow visualization of the skull base where both LR muscles originate. Regeneration is represented as the length of the injured muscle compared to the non-injured muscle of MO injected fish relative to the length of the injured muscle compared to the non-injured muscle of control MO injected fish. All experiments were performed using 5 fish per experimental group per time point unless stated otherwise in the text and/or figure legend.

## Additional files

Additional file 1: Figure S18. Diagram of the strategy of the present study. RNA was isolated and sequenced from laser microdissected adult zebrafish LR muscle tissue at multiple time points post injury. Transcriptome assembly and DEG identification was performed using the Tuxedo Suite. DEG functional classification was concurrently performed via separate strategies using either gene set enrichment analysis (left: KEGG pathway, GO term analysis [GAGE]) or expression profile-based clustering (right: K-means clustering [cummeRbund] and GO enrichment [Panther]). MO knockdown-based phenotypic screens included both cell proliferation and overall regeneration assays as readouts of DEG functional significance.

Additional file 2: Table S1. Read counts and alignment rates.

Additional file 3: Table S2. List of DEG with gene ID, symbol and name. Expression profile, K-means cluster, FPKMs, fold changes, and q values are also shown.

Additional file 4: Table S3. Significantly perturbed KEGG pathways. Table is ordered according to the composite log scaled expression of all genes assigned to a given pathway. Significantly downregulated pathways are shown in green. Significantly upregulated pathways are shown in red. Cutoff for significance was q < 0.1 according to default values and parameters of the R package “gage” v2.22.0.

Additional file 5: Figure S1. Cardiac muscle contraction and lysosome KEGG pathway gene expression. Related to Fig. 2. Dot plot of gene expression (FPKM, CON vs H9, CON vs 18, H9 vs H18) of the DEG of dre04260 cardiac muscle contraction (A-C) and dre04142 lysosome (D- F) KEGG pathways.

Additional file 6: Figure S2. Differentially expressed genes involved in the cardiac muscle contraction pathway. Color scale indicates the log transformed fold change (H18/CON) of differentially expressed genes. Significantly downregulated genes are shown in green. Significantly upregulated genes are shown in red. KEGG Pathway: dre04260.

Additional file 7: Figure S3. Differentially expressed genes involved in the calcium signaling pathway. Color scale indicates the log transformed fold change (H18/CON) of differentially expressed genes. Significantly downregulated genes are shown in green. Significantly upregulated genes are shown in red. KEGG Pathway: dre04020.

Additional file 8: Figure S4. Differentially expressed genes involved in the lysosome pathway. Color scale indicates the log transformed fold change (H18/CON) of differentially expressed genes. Significantly downregulated genes are shown in green. Significantly upregulated genes are shown in red. KEGG Pathway: dre04142.

Additional file 9: Figure S5. Differentially expressed genes involved in the pyruvate metabolism pathway. Color scale indicates the log transformed fold change (H18/CON) of differentially expressed genes. Significantly downregulated genes are shown in green. Significantly upregulated genes are shown in red. KEGG Pathway: dre00620.

Additional file 10: Figure S6. Differentially expressed genes involved in the oxidative phosphorylation pathway. Color scale indicates the log transformed fold change (H18/CON) of differentially expressed genes. Significantly downregulated genes are shown in green. Significantly upregulated genes are shown in red. KEGG Pathway: dre00190.

Additional file 11: Figure S7. Differentially expressed genes involved in citrate cycle (TCA cycle) pathway. Color scale indicates the log transformed fold change (H18/CON) of differentially expressed genes. Significantly downregulated genes are shown in green. Significantly upregulated genes are shown in red. KEGG Pathway: dre00020.

Additional file 12: Figure S8. Differentially expressed genes involved in the 2-oxocarboxylic acid metabolism pathway. Color scale indicates the log transformed fold change (H18/CON) of differentially expressed genes. Significantly downregulated genes are shown in green. Significantly upregulated genes are shown in red. KEGG Pathway: dre01210.

Additional file 13: Figure S9. Differentially expressed genes involved in the glycolysis/gluconeogenesis pathway. Color scale indicates the log transformed fold change (H18/CON) of differentially expressed genes. Significantly downregulated genes are shown in green. Significantly upregulated genes are shown in red. KEGG Pathway: dre00010.

Additional file 14: Figure S10. Differentially expressed genes involved in the carbon metabolism pathway. Color scale indicates the log transformed fold change (H18/CON) of differentially expressed genes. Significantly downregulated genes are shown in green. Significantly upregulated genes are shown in red. KEGG Pathway: dre01200.

Additional file 15: Figure S11. Differentially expressed genes involved in the MAPK signaling pathway. Color scale indicates the log transformed fold change (H18/CON) of differentially expressed genes. Significantly downregulated genes are shown in green. Significantly upregulated genes are shown in red. Kegg Pathway: dre04010.

Additional file 16: Figure S12. MAPK signaling KEGG pathway gene expression. Fold change bar plots (A, C, E) and gene expression dot plots (B, D, F) of the DEG of the dre04010 MAPK signaling pathway in the CON vs H9 (A, B), CON vs H18 (C, D) and H9 vs H18 (E, F).

Additional file 17: Figure S13. GO enrichment analysis of differentially expressed genes (DEG). Related to Fig. 3. Distribution of significantly perturbed GO terms in the three pair-wise comparisons (A). Significantly downregulated GO terms are shown in green. Significantly upregulated GO terms are shown in red. Cutoff for significance was q < 0.1 according to default values and parameters of the R package “gage” v2.22.0. Venn diagram showing overlap of perturbed GO terms between CON, H9, and H18 sample comparisons (B). Fold change (H18/CON) of the DEG of the GO:00422692 muscle cell differentiation (C), GO:0016052 carbohydrate catabolic process (D), and GO:005764 lysosome (E) GO terms.

Additional file 18: Table S4. Significantly perturbed GO terms. Terms are listed according to the composite log scaled expression of all genes assigned a given GO term. Significantly downregulated GO terms are shown in green. Significantly upregulated GO terms are shown in red. Cutoff for significance was q < 0.1 according to default values and parameters of the R package “gage” v2.22.0

Additional file 19: Table S5. PANTHER enrichment test analysis of profile “A: Progressive Downregulation” (clusters 1/3/7). Cutoff for significance was *P* < 0.05.

Additional file 20: Table S6. PANTHER enrichment test analysis of profile “B: Persistent Downregulation” (clusters 4/10/11). Cutoff for significance was *P* < 0.05.

Additional file 21: Table S7. PANTHER enrichment test analysis of profile “C: Persistent Upregulation” (clusters 2/5/13/14). Cutoff for significance was *P* < 0.05.

Additional file 22: Table S8. PANTHER enrichment test analysis of profile “D: Delayed Downregulation” (clusters 6/17). Cutoff for significance was *P* < 0.05.

Additional file 23: Table S9. PANTHER enrichment test analysis of profile “F: Transient Upregulation” (cluster 9). Cutoff for significance was *P* < 0.05.

Additional file 24: Table S10. PANTHER enrichment test analysis of profile “G: Late Upregulation” (cluster 12). Cutoff for significance was *P* < 0.05.

Additional file 25: Figure S15. Morpholino knockdown of gene expression. Related to Fig. 5. Craniectomy was performed to visualize EGFP-labeled muscle at 8 dpi. Brain was removed to allow visualization of the skull base (*) Microinjected MOs are detected throughout the entire regenerating muscle, including the distal ends (white arrow). Most MOs targeting specific mRNA decreased muscle regeneration at 8 dpi. Control MO (shown again for comparative purposes), *ezh2* and *suz12a* MO injected fish are shown, Fig. 5 shows the *fn1a* MO.

Additional file 26: Figure S14. Enlarged heatmap. Related to Fig. 1. Gene symbols are shown (left) and color scale (right) indicates gene expression (FPKM). DEG are ordered according to numeric clusters from Fig. 4, represented as a color bar on the left side (color code is shown in Fig. 4 over each cluster plot), and listed in Additional file 3: Table S2.

Additional file 27: Figure S16. Cell cycle inhibition and EOM regeneration. (A) Bortezomid is a proteasome inhibitor that blocks cell cycle [66, 67]. Fish were treated with 5 μM bortozemid by 2000X dilution of a 10 mM DMSO stock in fish water, same DMSO concentration was used in control group. Cell proliferation at 24 hpi was analyzed by intraperitoneal EdU injection as described before. (B) 5-fluorouracil (5-Flu) is a pyrimidine analog that blocks cell cycle through irreversible inhibition of thymidylate synthase [68]. Fish were injected with 10 mM 5-Flu diluted in PBS, PBS injections were used as control. Cell proliferation at 24 hpi was analyzed by intraperitoneal EdU injection as described. Both treatments (bortezomib, A, or 5-Flu, B) effectively blocked cell cycle progression (no EdU staining) in the regenerating muscle. Note that the mesenchymal transition did not progress and the injured muscle retained its typical sarcomere architecture, as evidenced by DIC microscopy. Pictures are representative examples of 5 fish per group.

Additional file 28: Figure S17. Diagram of zebrafish EOMs. Sketch of a zebrafish head coronal section depicting the extraocular muscles visualized by the craniectomy technique (A). The dashed box in A approximately shows the picture used for regeneration assessment. Diagram of a regeneration assessment picture showing injured and uninjured muscles (B). Formula used to calculate the relative growth of the injured muscle (C).

## Abbreviations

Dpi: days post injury
EdU: 5-ethynyl-2′-deoxyuridine
EOM: Extraocular muscle
Hpi: Hours post injury
LR: Lateral rectus
MO: Morpholino oligonucleotide

# Supplementary material for: Temporally distinct transcriptional regulation of myocyte dedifferentiation and Myofiber growth during muscle regeneration
**Source:** BMC Genomics. 2017 Nov 9;18:854. doi: 10.1186/s12864-017-4236-y
**Supplement:** Supplementary file 2 — Read counts and alignment rates.

**Table 1.** GO term annotations for gene expression profiles.

| Profile (cluster) | Gene number | Annotated genes | % |
| --- | --- | --- | --- |
|  |  |  |  |
|  |  |  |  |
| A (1/3/7) | 994 | 671 | 67.51 |
| B (4/10/11) | 1723 | 1296 | 75.22 |
| C (2/5/13/14) | 2172 | 1682 | 77.44 |
| D (6/17) | 477 | 309 | 64.78 |
| E (8) | 129 | 23 | 17.83 |
| F (9) | 648 | 476 | 73.46 |
| G (12) | 259 | 32 | 12.36 |
| H (15) | 42 | 14 | 33.33 |
| I (16) | 85 | 24 | 28.24 |
| J (18) | 67 | 11 | 16.42 |

How the deposited data were processed for this re-analysis (not part of the article)

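RNA was measured in lateral rectus muscle of uninjured zebrafish (CON, 4 libraries) and at 9 hpi (H9, 5 libraries) and 18 hpi (H18, 5 libraries). The authors aligned the reads to GRCz10 with TopHat and Bowtie and ran CuffDiff with correction for reads that map to several places, compatible-hits normalization and upper-quartile normalization. The FPKM values were deposited by the authors as 1 value per group and feature, in which CuffDiff had combined the libraries of the group. The log2 fold changes were computed by the authors' CuffDiff as log2 of the later over the earlier group, without a pseudocount. They are infinite where only 1 of the 2 groups is listed at 0, and 0 where both are. The fold change in the authors' tables is the linear ratio of the same 2 values. The p-values and q-values were computed by the authors with CuffDiff for each feature, with Benjamini-Hochberg adjustment, and the smallest p-value in the tables is 5e-05 and the smallest q-value 0.000946. The group values have no replicates attached, and read counts per library were not used here.

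A table of counts with 14 columns was not used here, because none of its columns was matched to a library. The tests between libraries that had been planned before the data were examined were therefore not run, and neither were the splits of the libraries into other groups. The main results rest instead on the group FPKM and on the authors' q-values.

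A feature was called when its status was OK, its q-value was under 0.05 and its fold change was at least 1.5 in either direction. Log2 fold changes were recomputed with a pseudocount of 0.1 FPKM. The median log2 fold change of a gene list was compared with the medians of 10000 random lists of the same size, drawn within 20 bins of mean FPKM from the 13414 genes with a mean of at least 1 FPKM, with a fixed seed, and lists with fewer than 5 such genes were left out. The 13 lists for the processes the paper discusses (muscle contraction, calcium signaling, lysosome, phagosome, oxidative phosphorylation, citrate cycle, glycolysis, MAPK signaling, proteasome, spliceosome, ribosome biogenesis, DNA replication and epigenetic regulators), the 6 marker lists (leukocyte, erythrocyte, retina, pancreas, epidermis and glia) and the clock genes were written from gene symbols before the data were examined. They are not the KEGG sets. The pseudocount, the filter, the random lists and the limits for features on in some groups only were chosen after the data were seen. GO terms were taken from the annotation in the authors' tables, which covers called features only and gives direct terms. Lists of GO terms were compared with random lists from the 4951 annotated called features. The overlap under a shared CON group was simulated with 200000 unchanged genes of equal spread. The cutoffs were set to give the share of calls seen in the data. The procedures were tested on simulated data with planted lists, 50 of 50 of which were found, and 18 of 400 unchanged lists fell outside the range.

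The genes named are every gene the paper names for profiles A to J and in Fig. 5b and c, with full statistics for ezh2, suz12a and fn1a and for the genes with the largest and the smallest change of each profile. The gene described as histone H2A, sperm-like, which the paper names without a symbol, was added to profile H after its values were seen. For profile A, 1 gene that this rule picks is not reported here. Further genes that this rule would have picked by values per library were not picked. Genes outside the rule are marked as chosen after their values were seen, or are markers with high FPKM. The tables were matched to the zebrafish reference table by Entrez identifier (24823 features). Start positions, which the tables count from 0, are given counted from 1, on GRCz10. The alternatives were a q-value under 0.01, no fold change threshold, at least 1 FPKM in a group compared, no group compared listed at 0, centring on the median of all genes, pseudocounts of 1 and 0.01, no filter, a mean of at least 5 FPKM, on at 0.5 FPKM and off only when listed at 0. Whether features are non-coding, and the cluster membership, were not analysed here. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used.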

Additional observations from a re-analysis of the deposited data (not part of the article)

How the results depend on the processing

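The stricter q-value and the absence of a fold change threshold were set before the data were examined, and all other alternatives were chosen after seeing the data. Without the filter on mean FPKM, 2 medians reversed their sign, both inside the random range with and without it: DNA replication in CON vs. H9 at -0.0294 (76 genes) and the erythrocyte markers in CON vs. H9 at 0.38 (21 genes). The cause was not tested.

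With a q-value under 0.01, 986 features were called in H9 vs. H18, 292 in all 3 comparisons, 117 as progressively lower and 605 as transiently higher. Under the same threshold, 0 of the genes named for profile E were called in CON vs. H9 and 0 of those for profile J in H9 vs. H18. The call of ezh2 in CON vs. H9 was lost with its log2 fold change of 1.33, as were those of postnb, mta2, tspan34, mespbb, prim2 and asprv1. These changes follow from the stricter threshold. With a pseudocount of 1 FPKM, the log2 fold change of mespbb in CON vs. H9 was 0.27, against 1.60 with 0.1 FPKM. Leaving out the fold change threshold changed no call of a named gene and no count by more than 1.5 times, over 55 values.

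Without genes for which a group compared was listed at 0, the genes called lower were 6 in profile A in CON vs. H18, 1 in profile H and 0 in profile I in CON vs. H9. Those called higher were 0 in profile E in CON vs. H9 and 0 in profile J in H9 vs. H18. With at least 1 FPKM in a group compared, 1 gene of profile E was left. These counts fell because fewer genes entered them. Centring on the median of all genes gave 66.3% of the calls in H9 vs. H18 as lower.

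Among the lists for processes, 150 values kept their direction and their side of the random range, 3 moved outside it and 2 moved inside it. The glycolysis list in H9 vs. H18 was inside at -0.23 without the filter on mean FPKM. The MAPK list in CON vs. H18 was inside at -0.39 with a mean of at least 5 FPKM. The epigenetic regulators moved above the range at 0.26 in CON vs. H9 with a pseudocount of 1, and in CON vs. H18 at 0.22 without the filter and at 0.79 with a mean of at least 5 FPKM. The cause was not tested.

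For the marker lists, 49 values kept their direction and their side. With a mean of at least 5 FPKM, the leukocyte markers in H9 vs. H18 rose above the range at 0.14, the epidermis markers moved inside it at -0.68 in CON vs. H18 and -0.17 in H9 vs. H18, and the glia markers fell below it at -0.77 in H9 vs. H18. Without the filter, the glia markers lay below it at -0.61, and the pancreas markers in H9 vs. H18 were inside it at -0.33. With a pseudocount of 1, the pancreas markers were inside it at -0.27. The cause was not tested.

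With a feature counted as on from 0.5 FPKM, 62 features were called for H9 only, 13 for CON and H18 but not H9, 89 for CON only and 39 for H18 only. With off meaning listed at 0, 20 were called for CON only. The looser limit admits more features and the stricter one fewer.

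No paired analysis was possible because the values used are 1 per group. For the same reason, other alternatives set before the data were examined were not run: TMM normalization, size factors, library size alone, another tool, filters on counts, only the 2 groups compared, the replicate block, robust dispersions, leaving out each library, fry and estimated correlations, the separation of the libraries with its other distance, and floors in counts. How far the results depend on single libraries is therefore open.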

Differences from the paper's values

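None of the numbers of features, DEG and overlaps that the paper's text states differed from the recomputed ones by the limits used. The points that follow concern genes and directions. The gene lists are not the KEGG sets, and GO terms were taken from direct annotations only.

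The paper places col15a1a among progressively downregulated genes. Its log2 fold change was 1.19 in CON vs. H9 and 1.93 in CON vs. H18. Of the genes the paper names for profile A, 9 of 15 were called lower in CON vs. H9 and 10 of 15 in CON vs. H18. For profile B, 15 of 17 were called lower in CON vs. H9, for profile C 14 of 18 were called higher, for profile D 3 of 7 were called lower in CON vs. H18, for profile H 3 of 4 were called lower in CON vs. H9, and for profile J 2 of 3 were called higher in H9 vs. H18. No alternative that was run added a call to the genes missing here, and for these genes every alternative kept the authors' q-values. Each count uses a single comparison, and most of these genes were called in another. In profile A, all but col15a1a were called lower in the other comparison with CON. Called lower in CON vs. H18 were myod1 and igf1ra of profile B. Called higher there were rbfox2 and mespaa of profile C and hs6st3a of profile J. Profile D had ambra1, igf1rb and mat2aa called lower in H9 vs. H18 and tnni1 in CON vs. H9. In H9 vs. H18, mcm10 and gpx7 were called higher and clcf1 lower.

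The paper gives profile D as unchanged at 9 hpi. The authors' deposited table has mat2aa higher in H9 than in CON, with a q-value of 0.000946, and tnni1 lower, with a q-value of 0.0201. It gives dnmt1, which the paper names for late upregulation, as already higher in H9, with a q-value of 0.0376. The paper shows ezh2 and suz12a as rapidly induced. In the authors' deposited table, suz12a had q-values of 0.309, 0.826 and 0.444 in the 3 comparisons and was not called. The paper describes profile F as back at control levels at 18 hpi, where the FPKM of ezh2 was 2.32 against 1.12 in CON, with a q-value of 0.0933 in the authors' deposited table. Of the same profile, smarcd1 and prmt5 were still called higher in H18.

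The paper has the cardiac muscle contraction pathway unperturbed between H9 and H18, where the muscle contraction list had a median log2 fold change of -0.58, below all random lists. That list holds sarcomeric and related genes and is not the KEGG set, so the difference may come from its content alone. The paper has calcium signaling downregulated in each comparison, and the calcium signaling list lay inside the random range in H9 vs. H18 at -0.18. It has the lysosome pathway unperturbed in CON vs. H9 and most strongly upregulated between H9 and H18. The lysosome list had medians of 0.77 in CON vs. H9, 0.96 in CON vs. H18 and 0.38 in H9 vs. H18, all above the random range. These medians are not the score the paper compares. The share of the list that was called lay at percentile 49.0 in CON vs. H9, 99.4 in CON vs. H18 and 99.9 in H9 vs. H18. The GO term lysosome was inside the random range in CON vs. H9 and above it in the other comparisons. By these last 2 measures, the order was that of the paper. The paper has MAPK signaling downregulated only between H9 and H18. The MAPK list lay below the range in CON vs. H18 as well, at -0.29. With a mean of at least 5 FPKM, a setting chosen after seeing the values, it lay inside the range (-0.39).

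The paper states that most of the GO terms that its GAGE test found perturbed were downregulated. The counts here take in every term with at least 10 annotated genes, perturbed or not, so they do not contradict that statement. Among the annotated genes as a whole, 2033 were called higher and 1645 lower in CON vs. H9. In CON vs. H9, 149 of 485 terms had more genes called lower and 309 had more called higher, while more were lower than higher in CON vs. H18 (245 and 221) and in H9 vs. H18 (340 and 81). The paper lists GO terms as downregulated in all comparisons or late, and 0 of the 8 terms tested lay below the random range in H9 vs. H18. All 8 had a median below 0 there and more genes called lower than higher, but so did the annotated genes as a whole (923 lower, 437 higher), and the oxidation-reduction process lay above the random range. Fin regeneration had 9 of 29 in the persistently higher pattern, inside the random range, and the epigenetic term had 1 called gene, hdac5, which was not in the transiently higher pattern.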

Other observations

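The tests on leukocyte markers, on the time of day and on the upper quartile were written before the data were examined, for values per library, and were carried out on the group values in a form chosen after seeing the data. The tests on the share of muscle RNA, on the phagosome list without leukocyte markers, on pancreas RNA and on groups listed at 0 were chosen only after the result was seen. All values are group values without replicates, so each explanation is a hypothesis.

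Phagosome genes were higher in H9 than in CON. More leukocyte RNA in the injured muscle is a candidate explanation, since the leukocyte markers rose with a median log2 fold change of 2.198 in CON vs. H9 and 2.23 in CON vs. H18. Of the most abundant markers, fcer1gl rose from 48.5 FPKM in CON to 142 in H9 and 153 in H18, and grn1 from 6.46 to 118 and 122, while cd74a fell from 159 to 79.7 and 47.6. Of the 48 markers found, 35 had at least 1 FPKM in uninjured muscle and 13 were on another list. The markers in the phagosome list do not account for its rise alone, since the list without them had a median of 1.04. Induction of these genes in muscle cells after injury stays open and was not tested. For the lysosome genes, which were higher in H18 than in H9, more leukocyte RNA and a change within cells cannot be told apart, because the markers went both ways, with a median of 0.0424.

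Muscle contraction genes fell in H9 and H18. Normalization by the upper quartile does not explain the fall, since over 4 scalings of the group values the median nearest to 0 was -2.00. Under these scalings the median log2 fold change of all genes lay between -0.62 and 0.67. If only muscle RNA lost share, the markers of every other cell type would rise. The glia markers fell, with medians of -1.41 in CON vs. H9 and -1.75 in CON vs. H18, while the leukocyte markers rose. RNA added by incoming cells would lower the share of muscle and of glia alike. These values therefore cannot exclude a lower share of muscle RNA. Of the 24 glia markers, 17 had at least 1 FPKM in uninjured muscle, led by mbpb with 101 FPKM in CON, 41.3 in H9 and 22.9 in H18. A biological decrease of muscle transcripts and a lower share of muscle RNA both stay open, as does a change in cell types not covered by these lists.

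The gene per1a was lower in H9 than in CON and H18. Of the 36 clock genes with a mean of at least 1 FPKM, 61.1% were called in CON vs. H9, more than in nearly all random lists, and the list had medians of -1.45 in CON vs. H9, -1.33 in CON vs. H18 and -0.20 in H9 vs. H18. The time of day of collection and the injury cannot be told apart, because each group was collected at its own time after injury.

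The gene ctrb1 was called lower in H9 than in CON. RNA from exocrine pancreas in the uninjured libraries is a candidate explanation. The 9 other pancreas markers with at least 1 FPKM in CON had a median of 3.31 FPKM there, and all 9 were lower in H9 and H18, although 0 of them were called in CON vs. H9 and 1 in CON vs. H18. The same 9 had at least 1 FPKM in any group. The most abundant of them, ela2, had 7.32 FPKM in CON, 0.447 in H9 and 0.0911 in H18. Without ctrb1, the 6 genes of the list with a mean of at least 1 FPKM had medians of -3.91 in CON vs. H9, -4.96 in CON vs. H18 and -1.38 in H9 vs. H18, each below the random range. Expression in muscle itself was not tested. Most retina markers were lower too. Of 23 with at least 0.5 FPKM in any group, 19 were lower in H9 and 20 in H18, of which 2 and 8 were called. The gene rho had 26.9 FPKM in CON, 5.75 in H9 and 0.0843 in H18, whereas gnb1b rose from 10.5 to 22.5 and 20.6.

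Features with a group listed at 0 were called in 30.9% of the cases in which the other group had 0.1 to 5 FPKM, against 1.62% where the lower group was above 0 but at most 2% of the other. The limits were chosen after looking at the values. The authors' test may treat a group at 0 differently, which bears on the genes of profiles E, H, I and J.

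The other marker lists are given as values. The erythrocyte markers (15 genes) had medians of -0.08 in CON vs. H9, -0.52 in CON vs. H18 and -0.86 in H9 vs. H18, of which only the last lay below the random range. The epidermis markers (20 genes) had -0.44, -1.42 and -0.60, and the last 2 lay below it.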
